# Comparative transcriptome analysis between inbred and hybrids reveals molecular insights into yield heterosis of upland cotton

**DOI:** 10.1186/s12870-020-02442-z

**Published:** 2020-05-27

**Authors:** Kashif Shahzad, Xuexian Zhang, Liping Guo, Tingxiang Qi, Lisheng Bao, Meng Zhang, Bingbing Zhang, Hailin Wang, Huini Tang, Xiuqin Qiao, Juanjuan Feng, Jianyong Wu, Chaozhu Xing

**Keywords:** Cotton, Heterosis, RNA-Seq, Transcriptome, DEGs, Yield, Expression level dominance, QTLs, Co-expression

## Abstract

**Background:**

Utilization of heterosis has greatly improved the productivity of many crops worldwide. Understanding the potential molecular mechanism about how hybridization produces superior yield in upland cotton is critical for efficient breeding programs.

**Results:**

In this study, high, medium, and low hybrids varying in the level of yield heterosis were screened based on field experimentation of different years and locations. Phenotypically, high hybrid produced a mean of 14% more seed cotton yield than its better parent. Whole-genome RNA sequencing of these hybrids and their four inbred parents was performed using different tissues of the squaring stage. Comparative transcriptomic differences in each hybrid parent triad revealed a higher percentage of differentially expressed genes (DEGs) in each tissue. Expression level dominance analysis identified majority of hybrids DEGs were biased towards parent like expressions. An array of DEGs involved in ATP and protein binding, membrane, cell wall, mitochondrion, and protein phosphorylation had more functional annotations in hybrids. Sugar metabolic and plant hormone signal transduction pathways were most enriched in each hybrid. Further, these two pathways had most mapped DEGs on known seed cotton yield QTLs. Integration of transcriptome, QTLs, and gene co-expression network analysis discovered genes *Gh_A03G1024*, *Gh_D08G1440, Gh_A08G2210, Gh_A12G2183, Gh_D07G1312, Gh_D08G1467, Gh_A03G0889, Gh_A08G2199,* and *Gh_D05G0202* displayed a complex regulatory network of many interconnected genes. qRT-PCR of these DEGs was performed to ensure the accuracy of RNA-Seq data.

**Conclusions:**

Through genome-wide comparative transcriptome analysis, the current study identified nine key genes and pathways associated with biological process of yield heterosis in upland cotton. Our results and data resources provide novel insights and will be useful for dissecting the molecular mechanism of yield heterosis in cotton.

## Background

Cotton is derived from the Arabic word ‘quotn’ [1], belongs to the genus *Gossypium*, and has almost 50 species with diploid (2n = 26) and tetraploid (2n = 52) levels [2]. Among them, upland cotton (*G. hirsutum)* is allotetraploid, referred as new world cotton, and accounts for more than 90% of the world cotton production [3]. It has an exceptional yield, early maturity, and moderately good fiber qualities. Cotton is planted commercially for agricultural and industrial drives in the tropical and temperate region of the world on an area of 32–34 million hectares with total annual production of 25.65 million metric tons [4]. Based on the average of the last 3 years, cotton is one of the few major commodities whose global production more or less matches the world mill consumption. Staggered yield potential of recent genotypes and climate change are major constraints. The breeders should mitigate these problems by developing varieties or hybrids not only with superior yield and fiber quality but also with resistance against major pests, diseases and abiotic stresses. The commercialization of hybrid cotton in China started around 1980 and the planting area increased in subsequent years with the development of hybrid *Bt* cotton [5, 6].

Utilization of heterosis proficiently increased the quantity and quality of crops. Heterosis is a phenomenon in which offspring produce more superior characters than their parents [7, 8]. In the last century, EM East [9] distinguished that crosses between different allotetraploids in the same genus of *Nicotiana tabacum* formed exceptional heterosis. It was also experimentally observed by C Darwin [10] but Gorge. H Shull first time used the term heterosis in plant breeding [11]. After the introduction of hybrids, yield was raised effectively in many crops. Although cotton is an allopolyploid, it has more than two sets of basic chromosomes. Still, meaningful heterosis for different traits has been perceived in many filed experiments [12–15]. Cotton hybrid’s main impacts include self-sufficiency, stability in production, improved fiber quality, generation of employment, foreign exchange earnings, and development of seed industry [5]. Hybrids in cotton are developed through utilization of heterosis in two ways: First is conventional method that consists of emasculation and pollination with hands. Second is male-sterile system, which is an efficient method to reduce the cost of hand emasculation and ensure seed purity [16, 17].

The genetic basis of heterosis is perturbed and has been researched for almost a century using a variety of approaches, for instance, genetics [18, 19], molecular biology [20] omics [21], and physiological biochemistry [22]. Many researchers tried to explain crop heterosis with the so-called gene action hypothesis of dominance [23–25], overdominance [9, 26, 27], and epistasis [28, 29]. However, genetic diversity between two parents and level of heterosis is not simple and straightforward in cotton [30]. QTL mapping is advanced in 1990, makes some opportunities to understand individual QTLs, and interaction between them for heterosis. Genetic basis of heterosis is complicated, and involved dynamic dominance effect, epistasis and QTL by environmental interactions [31]. With the advancement in molecular research, many researchers concluded dominance, overdominance, and epistasis are basically conceptual and do not clarify the molecular mechanism and principals of heterosis [19, 32]. Meanwhile, it should be kept in mind that genetic models are equally important as the phenomenon of heterosis is a nonlinear effect from multiple heterozygous gene combinations. Moreover, yield traits are quantitative and many genetic characteristics function together to produce heterotic output, therefore a single genetic mechanism cannot explain genetic bases of heterosis in plants [33].

Considering the importance of F_1_ heterosis in breeding, the genetic and molecular mechanism of heterosis has extensively been investigated in agronomic crops like rice and maize with model biotechnological tools. For instance, it was observed in maize that incomplete dominance of deleterious alleles caused phenotypic trait variation and heterosis [34]. Allelic specific expression or imbalance expression of two parental alleles in hybrids contributes to heterosis in rice [35]. However, advance research with high throughput sequencing has not performed yet in cotton. The one reason behind this is the late availability of the whole genome sequence of upland cotton to the researchers [36, 37]. Further, the allopolyploid cotton genome has a low level of molecular polymorphism as compared to other crops [38] and many genome duplications events occurred before and after polyploidization resulted in natural gene silencing, organ-specific, and homoeologous biased gene expression in cotton [39]. A better understanding of the genetic mechanism of yield heterosis could enhance efficiency of future cotton breeding programs. Keeping in view the importance of heterosis and to accomplish the gap interlinked with molecular research in upland cotton, we designed a comprehensive study consisted of field experiments and genome-wide transcriptome analysis between F_1_ hybrids and their respective inbred parents. The following are the main objectives of this research: Selection of hybrids with consistence performance in yield traits in diverse environments. Detection of DEGs, mode of gene expression, and biological pathways critical for yield heterosis. Identification of putative candidate genes and overview of their regulatory mechanism with co-expression network analysis.

## Results

### Identification of cotton hybrids exhibiting different level of heterosis

Our previous study of 11 inbred lines and 30 intraspecific hybrids in six environments found that cotton hybrids had better and stable performance compared to inbred lines in yield traits [40]. Here, analysis of heterosis in these hybrids showed majority of hybrids had positive mid parent heterosis (MPH) and better parent heterosis (BPH) for boll weight, seed cotton yield (SCY), lint yield and lint percentage (Additional file 14: Table S1). Later on, three hybrids with different level of yield heterosis were identified and defined as high (H), medium (M) and low (L). Notably, H-hybrid (SJ48 × Z98) produced 19.9% MPH and 14.1% BPH in SCY (Fig. 1). M-hybrid (SJ48 × 851) had MPH of 13.3% and BPH of 2% for SCY, whereas L-hybrid (SJ48 × DT) showed the only MPH of 8.8% for SCY. These three hybrids had common maternal inbred parent but paternal inbred parents all differed. H-hybrid is cross of maternal line SJ48 (A) with paternal parent Z98 (B) and M-hybrid with paternal parent 851 (C), whereas L-hybrid is cross of same maternal line with paternal parent DT (D). The differences in the level of yield heterosis suggest that these three hybrids together with their inbred parents are suitable for studying comparative transcriptome analysis and regulatory mechanism of yield heterosis in cotton.

**Fig. 1:**
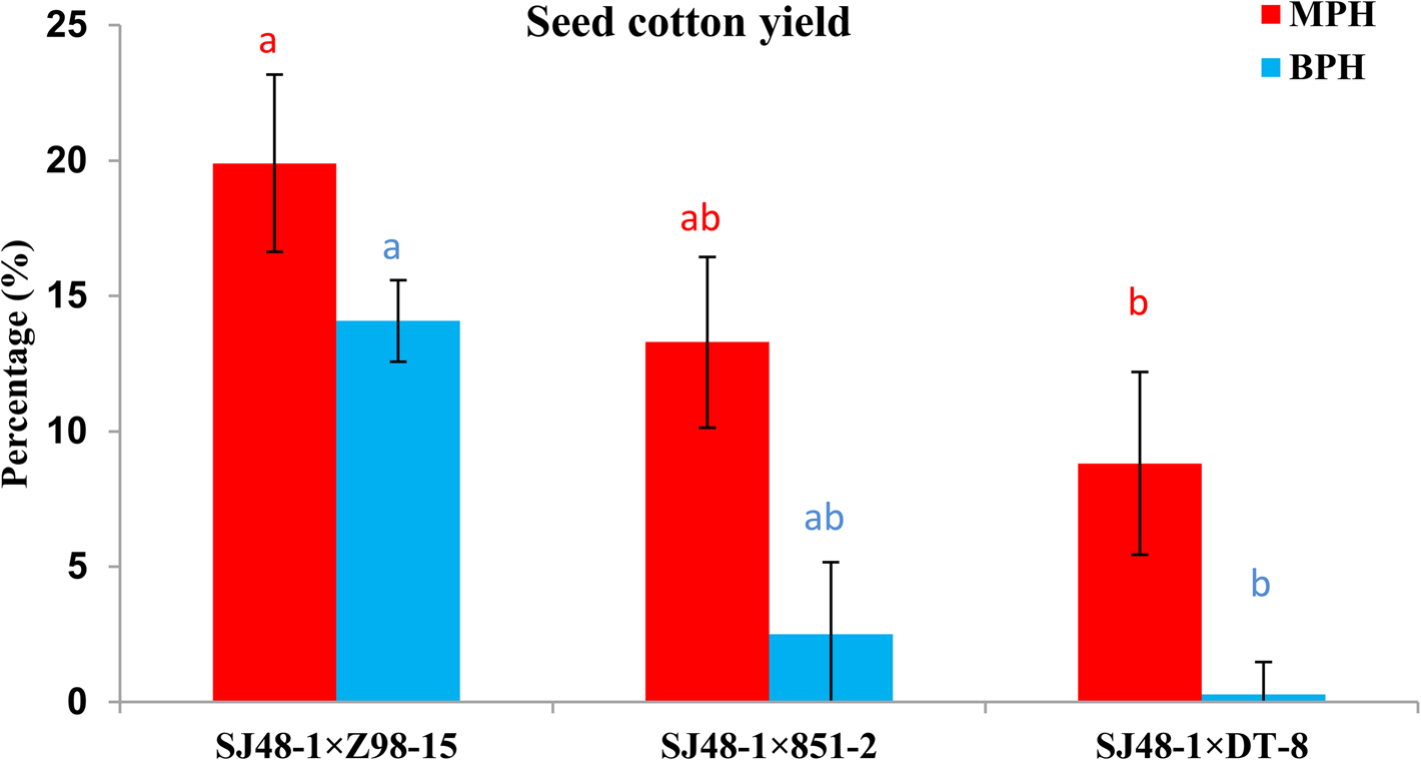
Percentage of mean seed cotton yield heterosis in high, medium, and low hybrids. SJ48–1 × Z98–15 SJ48–1 × 851–2 and SJ48–1 × DT-8 correspond to high, medium, and low hybrids, respectively. Different letter represents significant difference among mean within same group at *p < 0.05*

### Transcriptome profiles of 63 RNA libraries of cotton hybrids and their inbred parents at squaring stage

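The authors' deposited table lists FPKM for 80325 genes in 63 libraries: 3 each of the 7 genotypes in leaf, flower buds and ovule. Of these genes, 60031 passed 0.5 FPKM in at least 1 leaf library, 63805 in flower buds and 59372 in ovule, and these were tested. Median sequencing depth in the paper's Table S2 is 6 gigabases in leaf, 6.3 in flower buds and 6.69 in ovule. The share of mapped reads runs from 88.9 to 96.7%, with a median of 95.2%. In the ovule, 16 libraries have a Q30 of 97.8 to 98.8%, while all 3 of A and replicates 1 and 2 of B have 93.7 to 94.3%, so Q30 parts A from the hybrids. Only B has ovule libraries in both groups. A term for the Q30 group therefore rests on B replicate 3 against B replicates 1 and 2. Fold changes are on log2(FPKM + 1), which understates changes of genes below about 1 FPKM, and p-values measure the spread between these samples.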

To understand global transcriptome profiles of yield heterosis in cotton, three contrasting hybrids and their four inbred parents were used to perform RNA sequencing at the squaring stage. Leaf (Hereafter RL), flower buds (F), and 1 day post anthesis (1 DPA) ovule tissues with three biological replications were used for each genotype. In total, 63 libraries (7 × 3 × 3) were constructed for deep Illumina pair-end RNA sequencing. A total of ~ 43–50 million reads were generated per library (Additional file 15: Table S2). The average percentage of the valid read was ≥98.5%. The value of Q30% was above 95% in this sequencing. Approximately, 94.9% of clean reads were mapped to the reference *G. hirsutum* genome [36]. Almost 90.5% reads were mapped to exon region in each sample and genotype. Wherein, intron and intergenic region mapping were ≤ 5% (Additional file 1: Figure S1). The brief detail of total mapped, unique mapped, multi mapped, non-splice, and splice reads for each library can be seen in Additional file 15: Table S2. 

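Tissue accounts for the 2 main axes of expression. The first component (39.1% of the variance over 68947 genes) places leaf libraries at 0.151 to 0.186, flower buds at -0.0429 to -0.0173 and ovules at -0.142 to -0.127. The second (18.1%) sets flower buds at 0.126 to 0.203 apart from leaf (-0.0702 to -0.0498) and ovule (-0.129 to -0.1). Within a tissue the first component takes 12.6% in leaf, 23.1% in flower buds and 23.9% in ovule. In the ovule it separates replicates 2 and 3 of L, at 0.647 and 0.689, from the 19 other libraries at -0.119 to -0.0246.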

The principal component analysis confirmed variation among tissues and genotypes in this experiment (Additional file 2: Figure S2). Two biological replicates were concentrated in same cluster in biplot. 

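In leaf, 16 of 21 libraries have a library of their own genotype as the nearest one, and 20 of 21 do in ovule, against 6 of 21 in flower buds. Over the genes above 0.5 FPKM in a library of the tissue, median correlations within a genotype were 0.926 in leaf, 0.906 in flower buds and 0.929 in ovule, against 0.912, 0.891 and 0.916 between genotypes. The lowest within-genotype values were 0.892, 0.824 and 0.809.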

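Leaf libraries share most of their expression profile: the median Pearson r between 2 of them is 0.929 on log2(FPKM + 1) over the 68947 genes above 0.5 FPKM in a library of any tissue (210 pairs, 0.899 to 0.951). Leaf against flower buds gives 0.768 (441 pairs, 0.711 to 0.81) and leaf against ovule 0.724 (0.623 to 0.758). On untransformed FPKM the same medians are 0.96, 0.34 and 0.324, so the 2 between-tissue values move by over 1.5 times with the scale.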

Pearson correlation test for all replicate and genotypes exposed RL tissue had a strong correlation among each other (≥75) and weak with F and 1 DPA (≤ 50) (Additional file 3: Figure S3). 

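Between flower buds and ovule the median r is 0.809 on the log scale (441 pairs, 0.698 to 0.848) and 0.547 on FPKM (0.259 to 0.648). Spearman rank correlation gives 0.801 for this pair of tissues, 0.774 for leaf with flower buds and 0.738 for leaf with ovule. On all 3 scales the reproductive tissues share more of their profile with each other than either does with leaf.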

Correlation between F and 1 DPA samples was relatively strong (~ 55–60).

### Global transcriptome changes for cotton hybrids and their inbred parents

The number of total expressed genes provides an overview of the transcriptomic landscape for all datasets. The gene was considered to be expressed, if a gene has expression higher than zero in all three biological replicates of a sample. 

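Genes above 0 FPKM in all 3 libraries of a genotype number 54050 ± 447.8 in leaf, 56285 ± 355.6 in flower buds and 52974 ± 581.7 in ovule (mean ± SD over 7 genotypes). Above 0.5 FPKM in all 3 libraries, the means are 43536, 45678 and 43207. With a value above 0 in any of the 3 libraries they are 65637, 67888 and 64799.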

A total of ~ 60,000 genes were expressed in each dataset (Additional file 4: Figure S4). Total number of expressed genes was much higher in flower buds compared to leaf and 1 DPA ovule. 

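Flower buds exceeded leaf in all 7 genotypes, by 2234.6 genes on average (SD 699.2), and exceeded ovule in all 7 by 3310.4 (SD 814.1). The exact p of each difference is 0.0156, the smallest that 7 genotypes allow. Single libraries hold 58663 to 61022 genes above 0 in leaf, 61042 to 62832 in flower buds and 57433 to 60203 in ovule.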

Different expression level for mRNA calculated as fragments per kilobase of exon model per million reads mapped (FPKM) was used to analyze the dynamic changes of transcriptomes between hybrids and their respective parents. Genes with expression levels higher than 0.5 FPKM in at least in one sample of each tissue were used for further analysis. The differentially expressed genes (DEGs) between samples were selected with log2 (fold change) > 1 or < − 1 and with statistical significance (*p-value < 0.05*). The comparison of transcriptomes was performed for each hybrid parent triad and tissue. Total number of DEGs (Up + down) and their distribution among H-hybrid parent triad is shown in Fig. 2. 

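In leaf, Gh_D02G0232, annotated as UDP-glucosyl transferase 75B2, which moves glucose onto small molecules, stood at 0.71 ± 0.285 FPKM in A and 8.61 ± 0.423 in H (log2 fold change 2.50, SE 0.147, adjusted p = 2.93e-08, mean ± SD, n = 3). The small membrane protein gene Gh_A07G0157 (transmembrane protein 14C) was lower in flower buds of H (12.1 ± 1.66) than of A (49.5 ± 1.26, log2 fold change -1.96, SE 0.257, adjusted p = 0.000899) and of B (55 ± 1.86, log2 fold change -2.10, SE 0.257, adjusted p = 0.000406). In ovule, nicotinamidase 1 (Gh_A12G0144), which converts nicotinamide to nicotinic acid, fell from 10.8 ± 1.37 in A to 3.3 ± 0.251 in H (log2 fold change -1.45, SE 0.154, adjusted p = 5.47e-05), a call lost with Q30 group as a covariate (-1.23, adjusted p = 0.117). Against A, H had 635, 816 and 855 DEGs in leaf, flower buds and ovule at the study's thresholds, and against B 651, 857 and 1233. At an adjusted p under 0.05 the counts are 139, 139 and 230 against A, and against B 113 above and 15 below in leaf, 199 in flower buds and 705 in ovule. With a pseudocount of 0.1 they are 1771, 1947 and 1729 and 1941, 1800 and 2479. Leaving out A replicate 3 moves the leaf count against A to 954, and leaving out A replicate 1 moves the flower bud count to 1772.

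**Figure D1:**
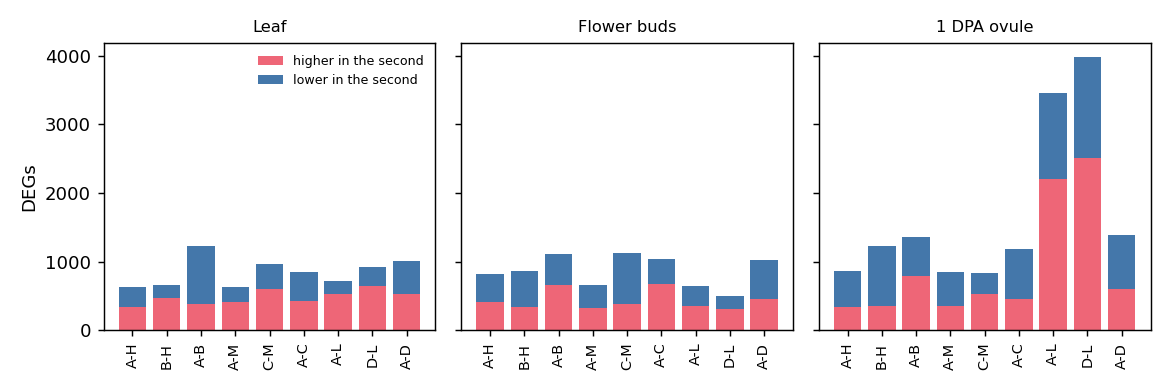
DEGs at the thresholds of the study (unadjusted p < 0.05 and an absolute log2 fold change above 1) for each contrast in leaf, flower buds and ovule, from 3 libraries per genotype. The ovule contrasts with L include L replicates 2 and 3.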

Comparative analysis among H and its maternal parents (A) showed highest number of total DEGs in flower buds (F), while compared with paternal parent (B), highest DEGs were respectively identified in 1 DPA (Fig. 2a). Combination of both parents A and B displayed higher number of DEGs (~ 2100 in all tissues) relative to H-hybrid. 

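Terpene synthase 21 (Gh_D11G2904), of terpene synthesis, had 25.7 ± 8.99 FPKM in A leaf and 0.0648 ± 0.0145 in B leaf (log2 fold change -4.60, SE 0.19, adjusted p = 1.87e-10, n = 3). In flower buds, purple acid phosphatase 3 (Gh_A03G0785), which releases phosphate from organic esters, had 17.2 ± 1.67 in A and 0.247 ± 0.224 in B (log2 fold change -3.88, SE 0.179, adjusted p = 6.85e-10). A thiol reductase gene of the GILT family (Gh_Sca006085G02) had 68.2 ± 15.5 in A ovule and 0.368 ± 0.128 in B ovule (log2 fold change -5.64, SE 0.416, adjusted p = 1.33e-07). The A and B contrast gives 1223, 1114 and 1362 DEGs in leaf, flower buds and ovule, 543, 432 and 912 at adjusted p, and 3055, 2321 and 2769 with a pseudocount of 0.1. Without A replicate 3 the leaf count is 2043, and without A replicate 1 the flower bud count is 1701.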

The results of DEGs distribution revealed that major portion of genes were common, whereas less were unique in each tissue (Fig. 2b, c, d). For instance, the combination of A with H had only 367 unique DEGs in RL.

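Phloem protein 2-A12 (Gh_A05G2423), a lectin-like protein, is a gene shared by 2 contrasts: in flower buds it had 0.222 ± 0.0997 FPKM in A, 6.48 ± 1.82 in B and 4.3 ± 0.566 in H (n = 3, H against A: log2 fold change 2.11, SE 0.153, adjusted p = 8.07e-07, B against A: 2.59, SE 0.153, adjusted p = 1.55e-08). DEGs called in only 1 of the 3 contrasts of the H triad make up 57.9% in leaf (1003 of 1733), 55.2% in flower buds (1043 of 1888) and 56% in ovule (1328 of 2371). Of the leaf DEGs between A and H, 51.8% were also DEGs between A and B. The value with no effect is 20.6%. All 329 shared genes lie on the same side of A in both contrasts, against 6.28 on the same side for independent lists. In ovule the overlap of B and H with A and B is 46.5% (573 genes, 21.1% with no effect). Of these, 572 lie on the same side of B, against 15 for independent lists. Both contrasts use the same parent libraries, so part of the excess may come from the shared libraries.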

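In leaf, the DEGs found only between A and H number 195 of 635, those only between B and H 204 of 651, and those only between A and B 604 of 1223. A further 111 genes separate H from both parents but not the parents from each other, and 46 were called in all 3 contrasts. The number found only between A and H rises to 677 with a pseudocount of 0.1, which gives genes of low abundance larger fold changes, and falls to 9 at adjusted p.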

**Fig. 2:**
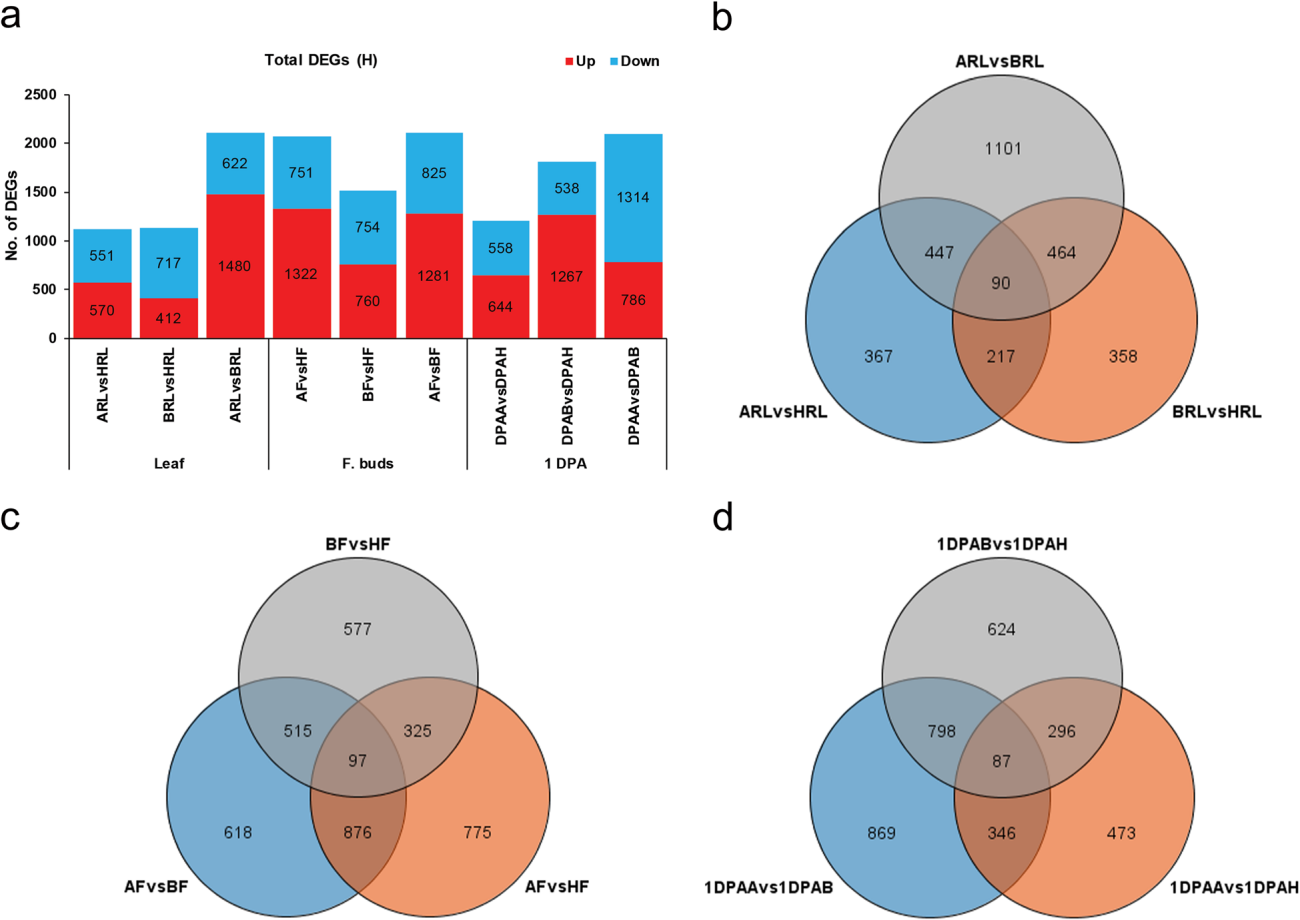
Total DEGs and their distribution in high-hybrid parent triad. **a** shows total number of DEGs in the hybrid parent triad. **b**, **c**, and **d** respectively represent distribution of unique and common DEGs in leaf (RL), flower buds (F) and 1 DPA ovule. Maternal parent is denoted with A, paternal parent with B, and high hybrid with H in each figure

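Gh_A13G1970, a gene of the NAD(P)-binding Rossmann-fold family, had 53.1 ± 3.78 FPKM in leaf of M, 3.1 ± 1.04 in A and 2.74 ± 0.0534 in C (n = 3, log2 fold change 3.75, SE 0.184, adjusted p = 2.38e-09 against A, 3.85, SE 0.184, adjusted p = 1.16e-09 against C). In flower buds it was again above both parents (2.71, adjusted p = 6.92e-08, and 2.68, adjusted p = 5.25e-08). The leaf of M also had more transcript of fatty acyl-ACP thioesterase B (Gh_A07G0026), which releases saturated fatty acids, at 5.49 ± 0.249 against 1.04 ± 0.149 in A (1.67, SE 0.233, adjusted p = 0.00109) and 0.801 ± 0.277 in C (1.86, SE 0.233, adjusted p = 0.000192). Glutathione peroxidase 6 (Gh_D09G1595), which detoxifies peroxides, stood at 10.2 ± 0.399 in M leaf and 1.48 ± 0.513 in C (2.20, SE 0.311, adjusted p = 0.000703). Against A, M had 626, 664 and 840 DEGs in leaf, flower buds and ovule, and against C 966, 1128 and 833. At adjusted p these are 137, 131 and 221 and 400, 352 and 334, and with a pseudocount of 0.1 1610, 1600 and 1774 and 2339, 2185 and 1943. With Q30 group as a covariate the ovule count against A is 1318.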

The results revealed that M with its maternal parent (A) had lower percentage of DEGs as compared with paternal parent (C) (Fig. 3a). 

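Terpene synthase 03, on the locus that joins Gh_A10G2071 and Gh_A10G2072, had 0.564 ± 0.0559 FPKM in flower buds of A, 18.4 ± 3.27 in C and 13.9 ± 2.26 in M (n = 3, M against A: log2 fold change 3.24, SE 0.151, adjusted p = 1.56e-09, C against A: 3.62, SE 0.151, adjusted p = 2.07e-10). Nitrate transporter 1:2, a nitrate uptake gene, was higher in M leaf than in C at both copies: Gh_D05G1906 (14.5 ± 0.122 and 5.05 ± 0.484, 1.36, SE 0.247, adjusted p = 0.00672) and Gh_A05G1715 (10.3 ± 0.596 and 3.71 ± 0.269, 1.26, SE 0.16, adjusted p = 0.000224). In the M triad 55.7% of leaf DEGs (929 of 1669), 51.2% of flower bud DEGs (965 of 1885) and 53.8% of ovule DEGs (1041 of 1934) were called in 1 contrast only. In leaf, 238 genes separate M from both A and C (38%, 20.8% with no effect). Of these, 219 lie on the same side of M in both contrasts, against 5.4 for independent lists. The 2 sets of log2 fold changes have r = 0.499, and 0.499 with no effect, and a covariance of 0.0735, and 0.0549 with no effect.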

Further, more common and less unique DEGs were identified in each tissue (Fig. 3b, c, d). Comparative analysis of DEGs for L-hybrid parent triad is summarized in Fig. 4. The result showed that L versus maternal parent (A) had 1112 total DEGs in RL, 935 in F, and 3528 in 1 DPA (Fig. 4a). 

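Gh_A09G0220, of the EXS family to which the phosphate exporter PHO1 belongs, was higher in L than in A in each tissue. It had 0.0425 ± 0.0433 FPKM in A and 9.39 ± 0.672 in L leaf (log2 fold change 3.32, SE 0.125, adjusted p = 5.56e-11, n = 3), 0.148 ± 0.0868 and 9.53 ± 0.222 in flower buds (3.20, SE 0.132, adjusted p = 1.24e-09), and 0.0831 ± 0.0639 and 9.27 ± 1.81 in ovule (3.23, SE 0.14, adjusted p = 5.75e-10, and 3.51 with L replicate 1 alone). Leaving out L replicates 2 and 3 leaves 1 L library in ovule, so counts of that setting hold no spread of L. Against A, L had 720, 643 and 3458 DEGs in leaf, flower buds and ovule, 171, 143 and 2369 at adjusted p, and 1722, 1532 and 5744 with a pseudocount of 0.1. Of the ovule DEGs, 2210 lie above A and 1248 below. The ovule count rests on L replicates 2 and 3: it is 1123 without both, 6989 without L replicate 1, and 2127 in a fit on the 2 groups alone.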

The comparison of L and paternal parent (D) showed 1524, 790, and 4118 total number of DEGs in RL, F, 1 DPA, respectively. 

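Of 2 expansins, which loosen cell walls, A5 (Gh_A10G1374) was lower in L leaf (6.84 ± 1.31 FPKM) than in D (18 ± 2.14, log2 fold change -1.29, SE 0.185, adjusted p = 0.00144, n = 3) and A15 (Gh_A12G1619) higher (3.92 ± 0.232 and 1.03 ± 0.0969, 1.28, SE 0.166, adjusted p = 0.000593). In ovule, allene oxide cyclase 4 (Gh_D08G0414), of jasmonate synthesis, was at 14.1 ± 4.23 in D and 1.13 ± 0.254 in L (-2.80, SE 0.247, adjusted p = 4.70e-06, and -2.69 with L replicate 1 alone). Cytokinin oxidase 7 (Gh_D06G0885), of cytokinin breakdown, rose from 3.73 ± 0.323 to 10.7 ± 1.96 (1.29, SE 0.131, adjusted p = 1.74e-05, and 1.03 with L replicate 1 alone). Of 871 ribosomal protein genes in leaf, 1 was higher and 15 lower in L than in D (18 lower when adjusted over the list alone, adjusted p = 4.69e-33 with the preset correlation, adjusted p = 0.421 with an estimated correlation). Against D, L had 920, 494 and 3984 DEGs in leaf, flower buds and ovule, 312, 93 and 3080 at adjusted p, and 2279, 1332 and 6784 with a pseudocount of 0.1. In ovule the count is 1302 without L replicates 2 and 3 and 7651 without L replicate 1.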

Comparison between parent A and D displayed higher number of DEGs in 1 DPA. Additionally, the results of distribution of DEGs in each tissue were similar to high and medium hybrids (Fig. 4b, c, d). 

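Between A and D, the same EXS family gene, Gh_A09G0220, parts the parents: D had 20.2 ± 2.38 FPKM in ovule (log2 fold change 4.29, SE 0.14, adjusted p = 7.91e-12, n = 3), 15.3 ± 3.55 in leaf (3.94, SE 0.125, adjusted p = 3.41e-12) and 19.1 ± 4.63 in flower buds (4.11, SE 0.132, adjusted p = 2.36e-11). Purple acid phosphatase 3 (Gh_A03G0785) runs the other way in flower buds, with 0.305 ± 0.1 in D (-3.80, SE 0.179, adjusted p = 1.34e-09). This contrast has 1011, 1015 and 1393 DEGs in leaf, flower buds and ovule, 532, 412 and 749 at adjusted p, and 2403, 2092 and 2777 with a pseudocount of 0.1. Of the ovule DEGs, 596 lie above A and 797 below.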

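Magnesium-protoporphyrin IX methyltransferase (Gh_A07G0409), of chlorophyll synthesis, had 105 ± 13.3 FPKM in L leaf, 0.815 ± 0.443 in A and 0.743 ± 0.0831 in D (n = 3, log2 fold change 5.89, SE 1.01, adjusted p = 0.00916 against A, 5.92, SE 1.01, adjusted p = 0.00583 against D). NADPH-dependent thioredoxin reductase A (Gh_A11G2988), which reduces thioredoxin, was below both parents in L leaf: 2.74 ± 0.919 against 25.6 ± 6 in A (-2.84, SE 0.255, adjusted p = 5.02e-06) and 30.7 ± 5.03 in D (-3.10, SE 0.255, adjusted p = 3.31e-06). In the L triad 57% of leaf DEGs (1046 of 1835) and 55.1% of flower bud DEGs (809 of 1468) were called in 1 contrast only, against 49.6% in ovule (2898 of 5841). In ovule 2072 genes separate L from both A and D (59.9%, 20.7% with no effect). Of these, 2032 lie on the same side of L in both contrasts, against 125 for independent lists. Part of the excess may come from the shared libraries of L, of which replicates 2 and 3 stand apart in ovule.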

Comparative transcriptome analysis in each hybrid parent triad at squaring stage determined that percentage of genetic differential expressions in hybrids was similar to those of between parents.

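The glycine-rich RNA-binding gene CCR2 (Gh_Sca005165G01), under control of the clock, shows how hybrid and parental contrasts run together. A expressed it at 11.2 ± 2.1 FPKM in flower buds, B at 0.243 ± 0.0549 and H at 4.92 ± 1.09 (n = 3, B against A: log2 fold change -3.28, SE 0.184, adjusted p = 7.82e-09, H against B: 2.24, SE 0.184, adjusted p = 4.78e-06). L, at 5.02 ± 1.48, was above D in the same tissue (2.40, SE 0.184, adjusted p = 3.01e-06), and M, at 8.67 ± 1.49 in ovule, above C, at 0.396 ± 0.101 (2.78, SE 0.165, adjusted p = 1.28e-08). Of the flower bud DEGs between A and L, 54% were DEGs between A and D (347 genes, 21.2% with no effect). Of these, 346 lie on the same side of A, against 5.05 for independent lists. Part of the excess may come from the shared libraries of A. From the DEG counts the paper concludes that hybrids differ from parents to about the extent that parents differ from each other.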

**Fig. 3:**
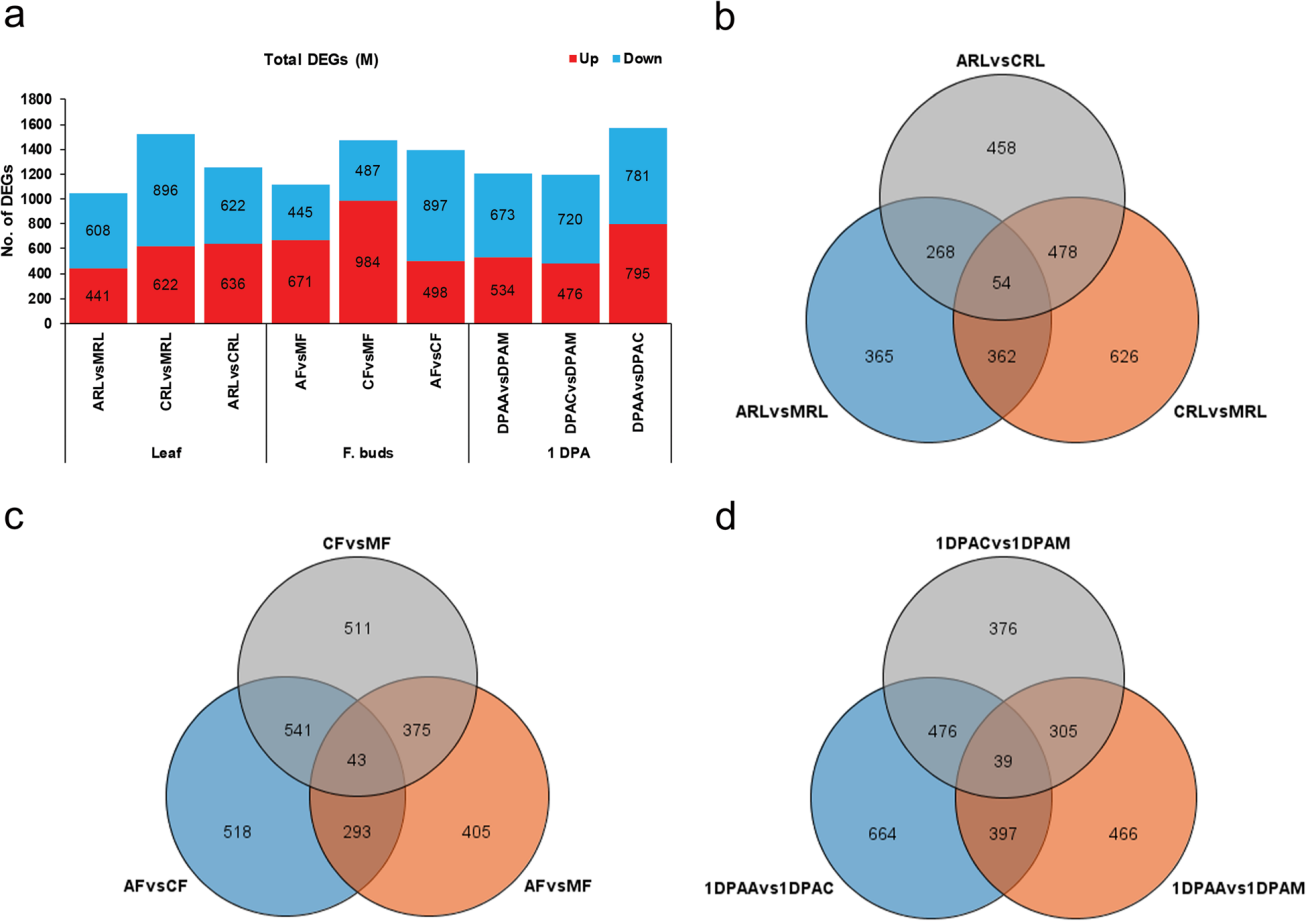
Total DEGs and their distribution in medium-hybrid parent triad. **a** shows total number of DEGs in hybrid parent triad. **b**, **c**, and **d** respectively represent distribution of unique and common DEGs in leaf (RL), flower buds (F) and 1 DPA ovule. Maternal parent is denoted with A, paternal parent with C, and medium hybrid with M in each figure

**Fig. 4:**
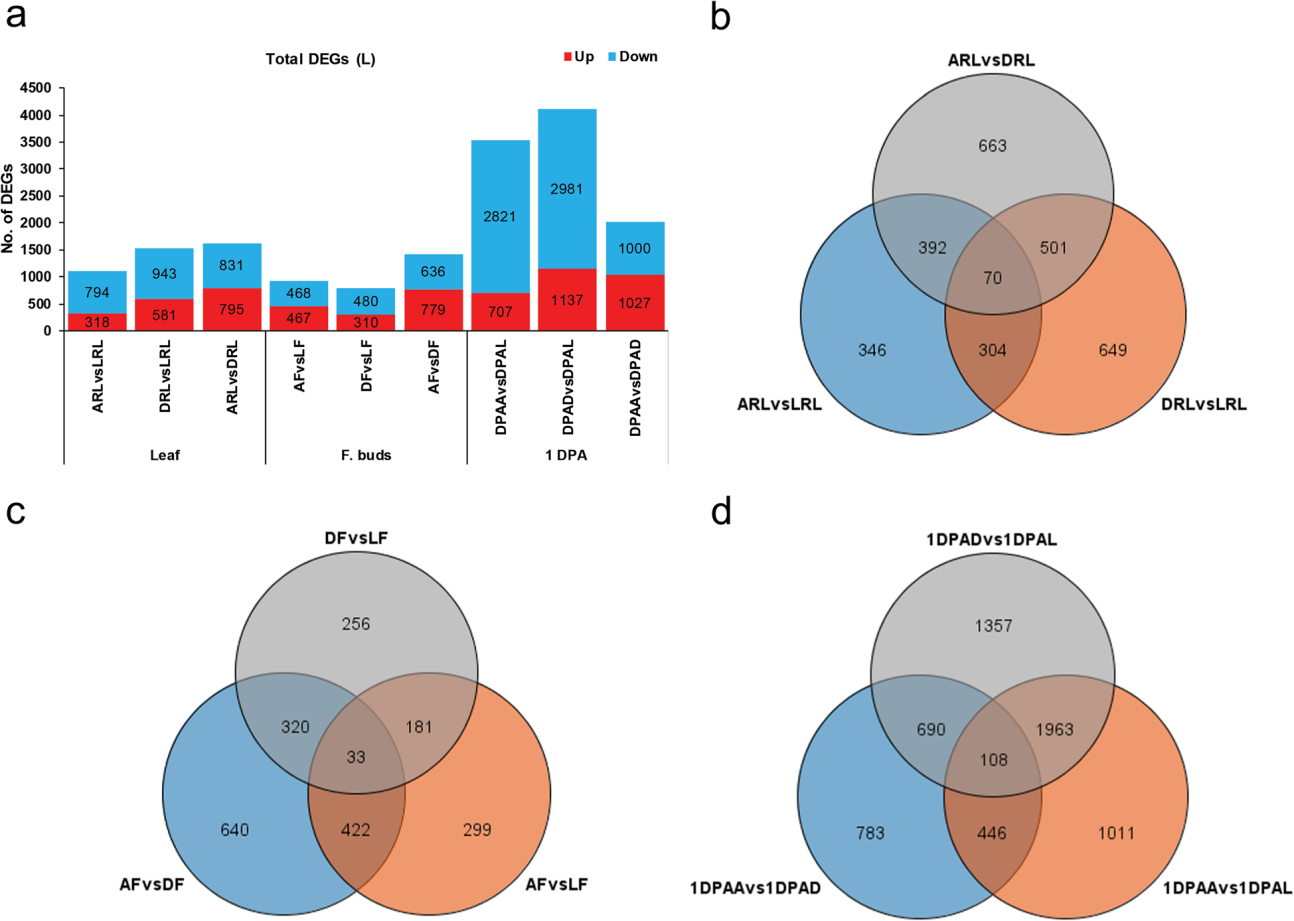
Total DEGs and their distribution in low-hybrid parent triad. **a** shows total number of DEGs in hybrid parent triad. **b**, **c**, and **d** respectively represent distribution of unique and common DEGs in leaf, flower buds and 1 DPA ovule. Maternal parent is denoted with A, paternal parent with D, and low hybrid with L in each figure

### Analysis of expression level dominance for hybrids

Expression level dominance is a phenomenon in which offspring follow the expression patterns one of two diploids parents. In order to identify the expression magnitude and directionality in interspecific F_1_ cotton hybrids, DEGs were divided into 12 possible groups as described in material and methods following the conventions of Yoo et al.*,* [41] (Fig. 5a). 

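In leaf, parent-like genes (groups 3 to 6) are 78.5% (95% interval 75.3 to 81.4) of the genes in the 12 groups for H, 67.8% (95% interval 64.3 to 71.2) for M and 70.8% (95% interval 67.5 to 74) for L. In flower buds the shares are 72.4% (95% interval 69.3 to 75.4), 73% (95% interval 70.1 to 75.9) and 81.9% (95% interval 78.8 to 84.8) for H, M and L. In ovule H has 76.6% (95% interval 73.9 to 79.1) and M 76.4% (95% interval 73.4 to 79.1), and with Q30 group as a covariate 58.2% and 85.7%. That covariate is set by B replicate 3 against B replicates 1 and 2 alone. L ovule is the exception at 29.6% (95% interval 28 to 31.3), with 2032 of 2943 genes beyond both parents. That share is 60.7% without L replicates 2 and 3, 14.6% without L replicate 1, 49.3% with Q30 group as a covariate and 61.4% where the parents need not differ. Additive genes (groups 1 and 2) are 6.3% in H leaf and 2.57% in M leaf. The number of genes grouped follows the pseudocount: H leaf has 730, and 1945 with 0.1.

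**Figure D2:**
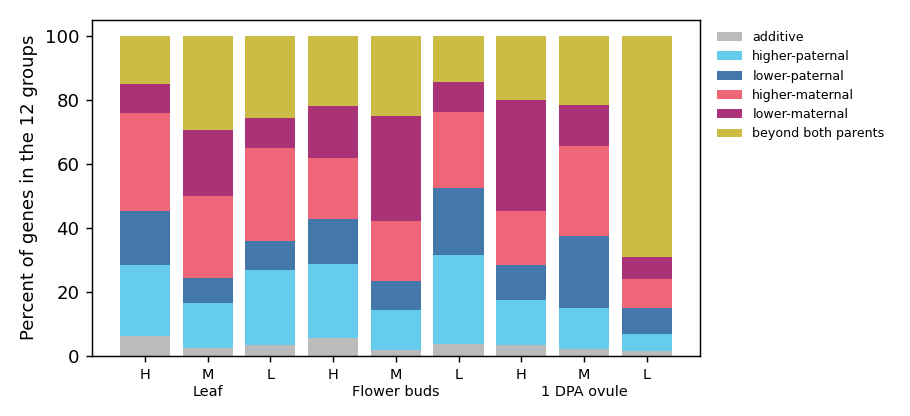
Percent of the genes in the 12 expression groups that are additive, like the paternal parent, like the maternal parent or beyond both parents, for each hybrid and tissue (3 libraries per genotype, thresholds of the study). L ovule includes L replicates 2 and 3.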

Results showed that the magnitude of expression of most genes in hybrids was similar to that of one parent (Fig. 5). For instance, most of the genes in leaf and 1 DPA ovule of H-hybrid displayed higher-maternal dominance expression and lower-maternal dominance expression respectively (Fig. 5b; Additional file 5: Figure S5a, c). 

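In H leaf, AGAMOUS-like 20 (Gh_D11G0883), a flowering integrator, was at 7.23 ± 1.21 FPKM, between A (12 ± 1.96) and B (2.71 ± 0.447), and higher than in B (log2 fold change 1.15, SE 0.177, adjusted p = 0.00408, n = 3), a call lost in a fit on the 2 groups (adjusted p = 0.0583). In H ovule, several genes of stress and jasmonate signalling were below B. Lipoxygenase 3 (Gh_D10G2595), of jasmonate synthesis, was at 20.2 ± 1.04 in H and 86.9 ± 10.4 in B (-2.04, SE 0.252, adjusted p = 0.000103). Heat shock factor A2 (Gh_D13G2018) was at 6.93 ± 0.536 and 31.8 ± 0.886 (-2.05, SE 0.164, adjusted p = 1.23e-06). MAP kinase 3 (Gh_A03G0291) was at 7.62 ± 2.35 and 35.7 ± 6.12 (-2.11, SE 0.253, adjusted p = 7.85e-05), and WRKY4 (Gh_D09G2332) at 1.45 ± 0.57 and 8.95 ± 0.488 (-2.04, SE 0.249, adjusted p = 8.63e-05). SKU5 similar 5 (Gh_A01G1434), a cell-surface glycoprotein of directional growth, fell from 15.9 ± 3.52 in B to 1.56 ± 0.141 in H (-2.70, SE 0.239, adjusted p = 3.19e-06). Of 88 jasmonate genes, 0 were higher and 8 lower in H ovule than in B (9 lower adjusted over the list alone, adjusted p = 0.000992 with the preset correlation, adjusted p = 0.421 with an estimated correlation). Of 210 heat shock genes, 0 were higher and 10 lower (13 lower over the list alone, adjusted p = 2.26e-05 with the preset correlation, adjusted p = 0.421 with an estimated correlation). The group H = A < B holds 361 ovule genes and stays the largest under every setting. In leaf, H = A > B is the largest with 225 genes (342 without B replicate 1). There H = B > A leads without A replicate 1 (214 against 193) and at adjusted p (90 against 85). H = B < A leads without A replicate 3 (271 against 210).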

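Purple acid phosphatase 3 (Gh_A03G0785), which frees phosphate from organic esters, was at 7.4 ± 2.03 FPKM in H flower buds (log2 fold change 2.74, SE 0.179, adjusted p = 2.70e-07 against B, n = 3), between its parents. Phloem protein 2-A12 (Gh_A05G2423) was between its parents too, with H against B at -0.47, adjusted p = 0.207. Of the parent-like groups in H flower buds, H = B > A has 193 genes, H = A > B 160, H = A < B 138 and H = B < A 121. H = B < A becomes the largest without A replicate 1 (578 genes, with 295 in H = B > A) and in a fit on the triad (230 and 223). H = A < B becomes the largest without B replicate 1 (287), 2 (235) or 3 (250). H = A > B does so at adjusted p (91), and the group below equal parents without H replicate 2 (184).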

Lower-paternal dominance expression had highest proportion in flower buds (Fig. 5b; Additional file 5: Figure S5b). Non-additive expressed genes in leaf and 1 DPA ovule of M-hybrid mostly displayed higher-maternal dominance expression (Fig. 5c; Additional file 6: Figure S6a, c). 

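In M leaf, Gh_A09G1283, of the NAD(P)-binding Rossmann-fold family, kept the level of A (35 ± 3.62 FPKM in M, 29.6 ± 8.65 in A) above C (1.45 ± 0.963, log2 fold change 3.95, SE 0.266, adjusted p = 9.95e-08, n = 3). A WRKY transcription factor gene (Gh_D13G1418) did so in leaf (6.46 ± 0.313 in M and 0.78 ± 0.125 in C, 2.07, SE 0.119, adjusted p = 1.45e-08) and in ovule (6.4 ± 1.2 and 0.819 ± 0.213, 2.02, SE 0.143, adjusted p = 1.22e-07). Galacturonosyltransferase 9 (Gh_D07G1799), of pectin synthesis, had 7.25 ± 0.458 in A ovule, 6.47 ± 0.26 in M and 1.1 ± 0.164 in C (1.84, SE 0.0936, adjusted p = 1.83e-09). In leaf, M = A > C holds 191 genes, and M = C > A leads without A replicate 1 (189 against 180). Without M replicate 1, 2 or 3 the group above equal parents leads (267, 233 and 193). In ovule, M = A > C holds 251 genes. There M = C < A leads without A replicate 2 (221 against 217) and where the parents need not differ (402 against 397). M = C > A leads with Q30 group as a covariate (435).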

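Flower buds of M and A had little transcript of several genes abundant in C. MLP-like protein 34 (Gh_D04G1458) was at 3.18 ± 0.243 FPKM in M, 3.05 ± 0.562 in A and 327 ± 13.9 in C (log2 fold change -6.30, SE 1.07, adjusted p = 0.00506, n = 3). The pollen Ole e 1 and extensin family gene Gh_A05G0660 was at 9.87 ± 3.09, 10.2 ± 4.35 and 111 ± 8.18 (-3.40, SE 0.333, adjusted p = 1.43e-05). Expansin 11 (Gh_A06G0018), which loosens walls, was lower in M (0.784 ± 0.257) than in C (3.92 ± 0.639, -1.47, SE 0.148, adjusted p = 1.85e-05), as was an auxin-conjugating GH3 gene (Gh_D01G0162, 1.57 ± 0.278 and 4.61 ± 0.527, -1.13, SE 0.162, adjusted p = 0.000957). The group M = A < C holds 303 of 920 grouped genes, and 481 without C replicate 2. It stays the largest under every setting, with 94 genes at adjusted p, 497 with a pseudocount of 0.1 and 191 under the stricter filter. As 4 of 23 genes private to C are off in all 9 libraries of M, M may lack part of the alleles of line C. A low level in M beside a high C then need not be dominance of A. The other groups of M share this limit, also those beyond both parents, since 9 genes are on in M and off in A and C.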

Wherein lower-maternal dominance expression had highest proportion in flower buds (Fig. 5c; Additional file 6: Figure S6b). 

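In L leaf, Gh_A09G0220 of the EXS family lay between the parents (9.39 ± 0.672 FPKM in L, 0.0425 ± 0.0433 in A and 15.3 ± 3.55 in D, L against D: -0.63, adjusted p = 0.0153). In L flower buds, early nodulin-like protein 14 (Gh_D07G0323), an arabinogalactan-type membrane protein, stayed at the low level of A (0.704 ± 0.196 FPKM in L, 1.03 ± 0.894 in A) against 48.3 ± 23.7 in D (log2 fold change -4.71, SE 0.557, adjusted p = 0.000408, n = 3). Purple acid phosphatase 3 (Gh_A03G0785) was at 10.1 ± 2 in L flower buds and 0.305 ± 0.1 in D (3.07, SE 0.179, adjusted p = 2.53e-07). In leaf, L = A > D holds 227 genes and L = D > A 186. The latter leads without A replicate 1 (312), 2 (235) or 3 (238) and at adjusted p (114 against 111). Without L replicate 1, 2 or 3 the leaf group above equal parents leads (284, 272 and 262). In flower buds, L = D > A holds 184, L = A > D 155 and L = D < A 138. L = D < A leads without A replicate 1 (309), 2 (257) or 3 (217). L = A > D leads without D replicate 1 (187), 2 (200) or 3 (198).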

In case of L-hybrid, most of leaf genes showed higher-maternal dominance expression (Fig. 5d; Additional file 7: Figure S7a), while lower-paternal dominance expression had highest portion in flower buds (Fig. 5d; Additional file 7: Figure S7b). 

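In L ovule, histone H2A protein 9 (Gh_D09G0817), a chromatin component, was above both parents: 10.8 ± 0.255 FPKM against 0.262 ± 0.17 in A (log2 fold change 3.23, SE 0.143, adjusted p = 7.35e-10, n = 3, and 3.27 with L replicate 1 alone) and 0.0461 ± 0.0402 in D (3.49, SE 0.143, adjusted p = 6.06e-10, and 3.53 with L replicate 1 alone). PLANT CADMIUM RESISTANCE 2 (Gh_A03G1036), a membrane protein of metal export, fell from 38 ± 3.29 in D to 4.2 ± 3.48 in L (-3.12, SE 0.326, adjusted p = 2.27e-05, and -2.10 with L replicate 1 alone), a call lost in a fit on the 2 groups (adjusted p = 0.0746). Of the parent-like groups in L ovule, L = A > D holds 266 genes, L = D < A 234, L = A < D 207 and L = D > A 164. At adjusted p the largest of these is L = A < D (141 against 137), and with Q30 group as a covariate L = D > A (433). The groups beyond equal parents are larger, with 1500 genes above and 521 below. The number above is 238 without L replicates 2 and 3, 3412 without L replicate 1, 792 with Q30 group as a covariate and 698 under the stricter filter.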

Most of the genes in 1 DPA ovule displayed higher maternal dominance expression in this hybrid (Fig. 5d; Additional file 7: Figure S7c). In accordance with analysis of expression level dominance, most DEGs of hybrids displayed parent expression level dominance (P-ELD) at squaring stage in different tissues that probably play role for yield heterosis of cotton.

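Yellow stripe-like 5 (Gh_D08G2384), of metal transport, was lower in H leaf (1.74 ± 0.268 FPKM) than in B (7.52 ± 0.527, log2 fold change -1.64, SE 0.21, adjusted p = 0.000571, n = 3), with A at 4.93 ± 2.06. Early nodulin-like protein 14 (Gh_D07G0323), an arabinogalactan-type membrane protein, kept the low level of A in M ovule (0.467 ± 0.137 in M, 49.5 ± 3.58 in C, -5.11, SE 0.664, adjusted p = 0.000251). Against the mean of the parents at adjusted p, M leaf has 412 deviating genes (299 above, 113 below, 254 without M replicate 1 and 253 without M replicate 3). M flower buds have 463 (242 above, 221 below, 275 without M replicate 1 and 275 without M replicate 2). Both counts of M carry the limit that M may lack part of the alleles of line C. H ovule has 830 (262 above, 568 below), and 341, 548 and 403 without H replicate 1, 2 or 3. With Q30 group as a covariate H ovule has 141, with 72 above and 69 below. The covariate rests on 1 library, B replicate 3, so this drop cannot decide what Q30 adds. From the 12 groups, the paper proposes that parent-like expression contributes to yield heterosis.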

**Fig. 5:**
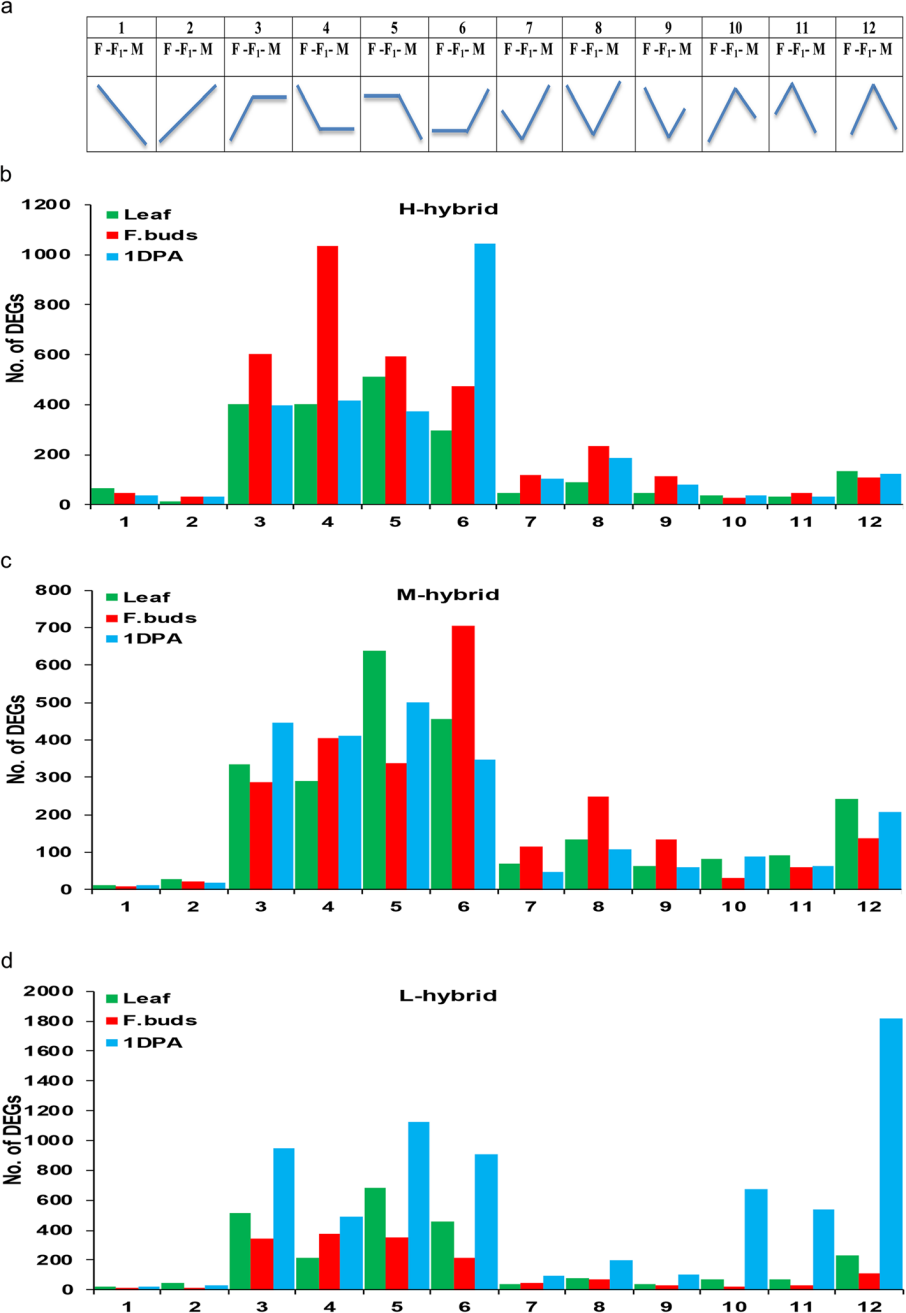
The gene expression groups in each F_1_ hybrids. **a** Expression patterns of 12 groups, M: paternal parent, F_1_: Hybrid, and F: maternal parent. **b**, **c**, and **d** indicate total number of genes in each group of high (H), medium (M), and low (L) hybrids, respectively

### Functional annotation and pathway enrichment analysis of DEGs with P-ELD

To identify the function of DEGs with P-ELD, a total of four gene sets (3–6 groups) were pooled to perform GO and KEGG enrichment analysis for every hybrid and tissue (Additional file 16: Tables S3 and Additional file 17: Tables S4). 

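Parent-like genes of H ovule are rich in plasma membrane genes (74 of 345 genes, 1.63 times the background share, adjusted p = 0.00132) and in defence response genes (19 of 345 genes, 3.3 times the background share, adjusted p = 0.00132). In H flower buds the extracellular region stands out (23 of 238 genes, 2.1 times the background share, adjusted p = 0.0276), a call lost against all genes of the table (1.83 times, adjusted p = 0.126). ATP binding did not pass as enriched in leaf (12 genes, 0.926 times, adjusted p = 1), flower buds (9 genes, 0.565 times, adjusted p = 1) and ovule (30 genes, 1.26 times, adjusted p = 0.74). Membrane in leaf (8 genes, 0.837 times, adjusted p = 1) and protein binding in leaf (17 genes, 0.95 times, adjusted p = 1) and ovule (38 genes, 1.18 times, adjusted p = 0.792) did not pass either.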

GO enrichment analysis for H-hybrid showed majority of genes in each tissue had functional annotation related to membrane, ATP, and protein binding (Additional file 8: Figure S8a). 

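In M leaf, chloroplast holds 31 of 194 genes, 1.31 times the background share, adjusted p = 0.568. Extracellular region holds 16 genes, 1.88 times, adjusted p = 0.186, and ATP binding 11 genes, 0.853 times, adjusted p = 1. None of the 22 GO terms tested in this tissue passed an adjusted p of 0.05.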

Genes associated with chloroplast, extracellular region, and ATP binding had highest portion in leaf of M-hybrid (Additional file 8: Figure S8b). 

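In M flower buds the parent-like genes are rich in chloroplast genes (60 of 326 genes, 1.57 times the background share, adjusted p = 0.0176) and in extracellular region genes (29 genes, 1.93 times, adjusted p = 0.0276). The second call is lost against all genes of the table (1.69 times, adjusted p = 0.126). The root terms hold more genes and did not pass: biological process 64 genes, 1.25 times, adjusted p = 0.357, and molecular function 65 genes, 1.37 times, adjusted p = 0.108. Both pass where the parents need not differ (118 genes, 1.27 times, adjusted p = 0.0447, and 124 genes, 1.44 times, adjusted p = 0.00104). Integral component of membrane has 52 genes, 1.13 times, adjusted p = 0.817.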

In flower buds, most of the genes were linked with biological process, molecular function, and integral component of membrane. Most abundant functional gene groups in 1 DPA ovule were biological process, chloroplast, and mitochondrion (Additional file 8: Figure S8b). 

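In M ovule the biological process root term covers 23 of 190 genes, 0.749 times the background share, adjusted p = 1. Chloroplast has 26 genes, 1.12 times, adjusted p = 0.942, and mitochondrion 14 genes, 0.853 times, adjusted p = 1. These terms hold many genes because they are common in the annotation, and none of the 22 passed in this tissue.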

Most enriched GO terms in leaf of L-hybrid were ATP binding and serine/threonine kinase activity (Additional file 8: Figure S8c). 

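In L leaf, ATP binding covers 12 of 182 genes, 0.992 times the background share, adjusted p = 1. Protein serine/threonine kinase activity has 6 genes, 0.904 times, adjusted p = 1. Both stand near their background share, and none of the 22 terms passed in this tissue with groups 3 to 6 as defined.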

Functional annotation related to biological process, integral component of membrane, and chloroplast were abundant in flower buds, whereas gene involved in plasma membrane, regulation of transcription, and mitochondrion had highest portion in 1 DPA ovule of L-hybrid (Additional file 8: Figure S8c).

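Cell wall genes are the group that stands out in L flower buds (10 of 193 genes, 3.21 times the background share, adjusted p = 0.0411), a call lost where the parents need not differ (2.16 times, adjusted p = 0.0892) and against all genes of the table (2.91 times, adjusted p = 0.101). Chloroplast has 31 genes, 1.37 times, adjusted p = 0.446, biological process 30 genes, 0.994 times, adjusted p = 1 and integral component of membrane 26 genes, 0.952 times, adjusted p = 1. In L ovule, regulation of transcription has 34 of 256 genes, 1.65 times the background share, adjusted p = 0.0792. There plasma membrane has 34 genes, 1.01 times, adjusted p = 1, and mitochondrion 17 genes, 0.769 times, adjusted p = 1.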

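In H leaf the pathway nearest to a call is tryptophan metabolism (4 of 116 genes, 3.71 times the background share, adjusted p = 0.44), which passes where the parents need not differ (7 genes, 4.18 times, adjusted p = 0.0281). Endocytosis has 10 genes, 1.66 times, adjusted p = 0.627, and starch and sucrose metabolism 4 genes, 0.653 times, adjusted p = 1. None of the 25 pathways passed in this tissue with groups 3 to 6 as defined.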

KEGG enrichment analysis of P-ELD genes exposed that starch and sucrose metabolism, endocytosis, and tryptophan metabolism had more significance in leaf of H-hybrid (Fig. 6a). Majority of genes in flower buds were enriched in starch and sucrose metabolism, phagosome, and pentose and glucuronate interconversions. 

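In H flower buds, starch and sucrose metabolism covers 11 of 134 genes, 1.47 times the background share, adjusted p = 0.721. Pentose and glucuronate interconversions have 5 genes, 1.94 times, adjusted p = 0.676, and phagosome 1 gene, 0.445 times, adjusted p = 1. No pathway of the 25 passed here.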

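With groups 3 to 6 as defined, plant-pathogen interaction is the one pathway that passed among the 225 tests over hybrids and tissues, in H ovule (37 of 214 genes, 2.19 times the background share, adjusted p = 0.00116). Where the parents need not differ, 16 of the 225 pass. WRKY4 (Gh_D09G2332), a defence regulator, is among the genes lower in H than in B there, with A at 1.64 ± 0.352 FPKM (n = 3). Hormone signal transduction has 27 genes, 1.65 times, adjusted p = 0.266. Ascorbate and aldarate metabolism has 9 genes, 3.69 times, adjusted p = 0.0611, and adjusted p = 0.0313 where the parents need not differ.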

Whereas plant-pathogen interaction and plant hormone signal transduction were more representative pathways in 1 DPA ovule (Fig. 6a). Leaf of M-hybrid showed more enrichment in metabolic pathways e.g., starch and sucrose, ascorbate and aldarate, and tryptophan (Fig. 6b). 

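In M leaf, ascorbate and aldarate metabolism covers 4 of 107 genes, 3.08 times the background share, adjusted p = 0.492, and 11 genes, 3.36 times, adjusted p = 0.0158 where the parents need not differ. Tryptophan metabolism has 2 genes, 2.01 times, adjusted p = 0.985, and 11 genes, 4.38 times, adjusted p = 0.00274 in the wider grouping. Starch and sucrose metabolism has 5 genes, 0.884 times, adjusted p = 1.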

In flower buds, starch and sucrose metabolism and plant hormone signal transduction had more gene enrichment (Fig. 6b). 

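In M flower buds, hormone signal transduction covers 22 of 182 genes, 1.59 times the background share, adjusted p = 0.44, and passes where the parents need not differ (38 genes, 1.59 times, adjusted p = 0.0429). Starch and sucrose metabolism has 11 genes, 1.08 times, adjusted p = 1. The auxin-conjugating GH3 gene Gh_D01G0162, with 1.01 ± 0.205 FPKM in A (n = 3), is an example of a hormone gene that M keeps at the level of A.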

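In M ovule, starch and sucrose metabolism covers 8 of 118 genes, 1.27 times the background share, adjusted p = 0.995, and the phosphatidylinositol signalling system 4 genes, 2.69 times, adjusted p = 0.612. Lipoxygenase 1 (Gh_D13G1129), of fatty acid oxidation, fell from 14.8 ± 0.744 FPKM in A to 6.33 ± 0.52 in M (log2 fold change -1.11, SE 0.121, adjusted p = 5.32e-05, n = 3). No pathway of the 25 passed in this tissue with groups 3 to 6 as defined, while pentose and glucuronate interconversions and linoleic acid metabolism pass where the parents need not differ.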

Starch and sucrose metabolism and phosphatidylinositol signaling system was enriched and significant in 1 DPA of this hybrid (Fig. 6b). Pathway categorization showed that L-hybrid had starch and sucrose metabolism and ribosome significance in leaf (Fig. 6c), whereas starch and sucrose metabolism, plant hormone signal transduction, and ribosome were more representative pathways in flower buds (Fig. 6c). 

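In L leaf, ribosome holds 6 of 97 genes, 1.27 times the background share, adjusted p = 1, and 26 genes, 1.99 times, adjusted p = 0.0171 where the parents need not differ. Starch and sucrose metabolism has 5 genes, 0.976 times, adjusted p = 1. In L flower buds, ribosome has 10 of 101 genes, 2.12 times the background share, adjusted p = 0.44. There hormone signal transduction has 10 genes, 1.3 times, adjusted p = 0.972, and starch and sucrose metabolism 5 genes, 0.884 times, adjusted p = 1.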

In 1 DPA ovule, plant hormone signal transduction, plant-pathogen interaction, and starch and sucrose metabolism had more gene enrichment in this hybrid (Fig. 6c).

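In L ovule, plant-pathogen interaction covers 25 of 156 genes, 2.03 times the background share, adjusted p = 0.0611, and 90 genes, 1.53 times, adjusted p = 0.00271 where the parents need not differ. Hormone signal transduction has 13 genes, 1.09 times, adjusted p = 1, and starch and sucrose metabolism 7 genes, 0.839 times, adjusted p = 1. Without L replicates 2 and 3, ascorbate and aldarate metabolism stands at 4.81 times and plant-pathogen interaction at 1.99 times. Calls of that setting are adjusted over 25 tests and not over 225, so they cannot be set beside those above.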

**Fig. 6:**
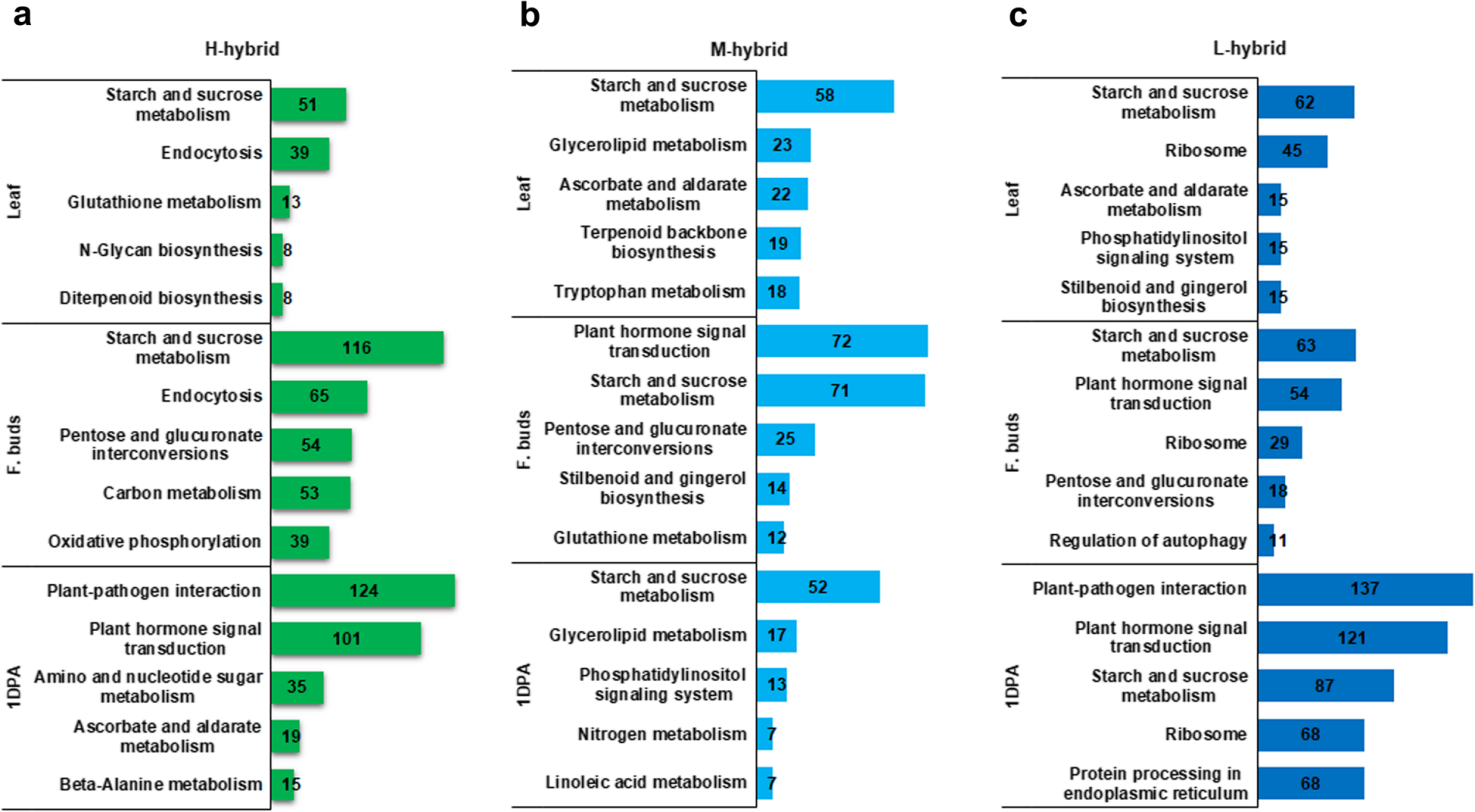
Most enriched pathways for DEGs with parents like expression in hybrids. **a, b,** and **c** represent pathway analysis in leaf, flower buds and 1 DPA ovule, respectively

The common function of P-ELD genes in hybrids was integral component of membrane, biological process, mitochondrion, and ATP binding (Additional file 9: Figure S9a). 

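Over the 9 combinations of hybrid and tissue, integral component of membrane ranges from 0.695 to 1.13 times (lowest adjusted p = 0.817) the background share. Biological process ranges from 0.725 to 1.29 times (lowest adjusted p = 0.357), mitochondrion from 0.459 to 1.05 times (lowest adjusted p = 1) and ATP binding from 0.565 to 1.36 times (lowest adjusted p = 0.632). Of the 198 GO tests 6 passed: plasma membrane and defence response in H ovule, extracellular region in H flower buds, chloroplast and extracellular region in M flower buds, and cell wall in L flower buds. Where the parents need not differ 13 pass.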

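Sugar genes as a pathway did not pass as enriched among parent-like genes of any hybrid and tissue: the share of starch and sucrose metabolism ranges from 0.524 to 1.47 times (lowest adjusted p = 0.721) over the 9 combinations of hybrid and tissue. Hormone signal transduction ranges from 0.548 to 1.65 times (lowest adjusted p = 0.266). Cutin, suberine and wax biosynthesis has 2 genes in M flower buds (1.95 times, adjusted p = 0.991), 1 each in L leaf, H ovule and M ovule, and 0 in the other 5 combinations.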

Genes involved in common pathways such as sugar metabolism, plant hormone signal transduction, and wax biosynthesis had more significance in hybrids growth during reproductive stage (Additional file 9: Figure S9b). The nutrient assimilation and their distribution have key importance in plants during reproductive growth. Theoretically, the difference in genes expression involved in biological process of hormone and sugar metabolite may contribute to the yield heterosis of cotton.

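In H ovule, most called genes of hormone signalling and of sugar metabolism lie below the paternal level: of 1766 genes of hormone signal transduction, 2 were higher and 29 lower than in B (adjusted p = 0.995 with the preset correlation, adjusted p = 0.997 with an estimated correlation). Of 1234 starch and sucrose genes there, 0 were higher and 6 lower (adjusted p = 0.974 with the preset correlation, adjusted p = 0.985 with an estimated correlation). Grouped genes of H ovule lean the same way in general, with 361 in H = A < B and 176 in H = A > B, so the lean is not particular to these lists. In M leaf against C, the starch and sucrose list has 6 higher and 2 lower genes (7 and 3 adjusted over the list alone, adjusted p = 0.677 with the preset correlation, adjusted p = 0.861 with an estimated correlation). Without L replicates 2 and 3, L ovule has 6 higher and 2 lower sugar genes than D and 4 higher and 7 lower hormone genes. With them the numbers are 40 and 7, and 46 and 26. From the pathway results the paper proposes that differences in hormone and sugar genes contribute to yield heterosis.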

### Mapping of key pathways DEGs on known seed cotton yield QTLs

QTL provide associations between genomics and phenomics and using QTLs can be an effective approach to understand the genetic complexities of yield heterosis [42, 43]. Here, we investigated the relationship between key pathway DEGs, seed cotton yield QTLs, and yield heterosis. Hybrids DEGs involved in key pathways were used to map on already known 57 seed cotton yield (SCY)_QTLs (Additional file 18: Table S5). Mapping results showed that 74 hybrid DEGs were mapped on 43 QTLs (Fig. 7). Interestingly, most of the genes were mapped on QTLs regions that were reported more than once (Fig. 7). Out of these DEGs, 6 genes had differential expression in all hybrids compared to their parents, whereas 13 were common between any of two hybrids. 13 DEGs were specific to medium hybrid. However, 17 and 25 DEGs were specific to high and low hybrid respectively (Additional file 10: Figure S10).

**Fig. 7:**
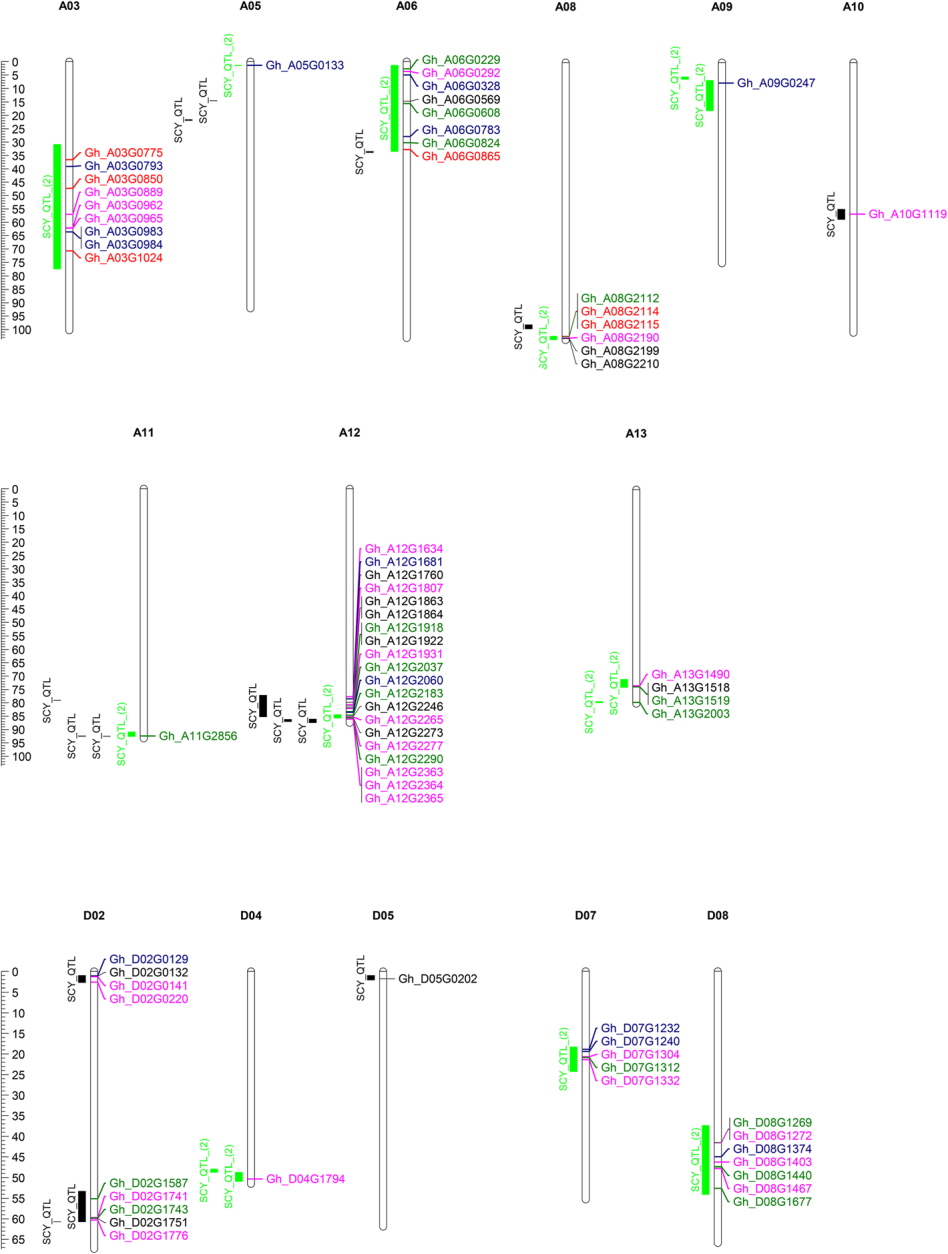
Distribution of hybrids DEGs with parents like expression on known seed cotton yield QTLs. Green, blue, and pink colors respectively indicate high, medium, and low hybrid-specific DEGs. Red and black colors show common DEGs among all and any of two hybrids, respectively. QTLs region reported more than once is in green color

### Co-expression network analysis of high and low hybrids

Weighted gene co-expression network analysis (WGCNA) is an important tool for inferring the potential relationships between co-expressed genes, construction of co-expression network helps to understand the functional linkage between gene groups instead of individual genes, and provides novel insight into the system-level understanding of a biological process [44, 45]. Here, co-expression network analysis was performed in high and low hybrids by using DEGs (Pooled from leaf, flower buds, and 1 DPA) identified in our RNA-seq data analysis. Highly connected genes were clustered into distinct modules. Cluster dendrogram displayed that interconnectivity and size of each module was quite different in high and low hybrids (Additional file 11: Figure S11a, b). Interestingly, 8862 genes distributed in 21 modules with the size ranging from 34 to 1972 genes were identified in high hybrid, wherein 7863 genes scattered in 33 modules with the module size ranging from 42 to 2880 were determined in low hybrid (Additional file 19: Table S6). The correlation analysis between high and low hybrids modules was very strong (Additional file 11: Figure S11c). In high hybrid, average connectivity of genes in many modules was higher as compared to low hybrid (Additional file 11: Figure S11d). Although turquoise and blue module had the highest connected genes in both hybrids, but correlation coefficients among different genes were much higher in blue module.

### Genes regulatory co-expression network for seed cotton yield heterosis

To construct the significant regulatory network for yield heterosis, first, we selected blue gene module in both hybrids. Secondly, the DEGs mapped on SCY-QTLs together with their interaction genes having weight ≥ 0.40 were screened (Additional file 20: Table S7). 

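Across the 9 flower bud libraries of A, B and H, BZR1 (Gh_A03G1024) has a median correlation with its partners of the paper's Table S7 of 0.834 (285 partners, all 1000 random sets from -0.0603 to 0.163). For ASK8 (Gh_D08G1440) the median is 0.953, for endoglucanase 16 (Gh_A08G2210) 0.923, for GBSS1 (Gh_A12G2183) 0.938 and for APL2 (Gh_D07G1312) 0.964. In the 9 ovule libraries of A, D and L, MPK4 (Gh_D08G1467) has 0.946 (32 partners, all 1000 random sets from -0.433 to 0.519), PHO1 (Gh_A03G0889) 0.954, JAZ10 (Gh_A08G2199) 0.909 and CRR21 (Gh_D05G0202) 0.804. None of 1000 random sets of partners reached these values, but the partners were chosen on the same libraries and are not independent evidence. The 5 genes of H are also correlated with one another in these buds (median r 0.918, 0.828 to 0.979 over 10 pairs), and less so over the flower bud libraries of all 7 genotypes (0.757, 0.111 to 0.988).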

Subsequently, our constructed gene co-expression network showed that nine SCY-QTLs genes had many interconnected genes involved in biological and molecular functions such as carbohydrate metabolic processes, catalytic activities, and protein binding or transportation (Fig. 8). We considered these nine genes as putative candidate genes for yield heterosis. These genes showed hybrid specific expression profile in RNA-seq analysis (Additional file 12: Figure S12). 

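None of the 5 genes listed for H flower buds passed between H and A or between H and B, and none has an unadjusted p under 0.05. Without A replicate 1, 4 of the 5 (ASK8, endoglucanase 16, GBSS1 and APL2) are lower in H than in A at the study's thresholds, and none at adjusted p. Adjusted over the 9 candidates alone, the lowest p of these 5 is 0.34. Of the 4 listed for L ovule, MPK4, PHO1 and JAZ10 were lower in L than in D, CRR21 did not pass, and none of the 4 passed between L and A. With L replicate 1 alone the log2 fold changes of PHO1 and JAZ10 are -0.97 and -0.75, short of the threshold of 1 in size. The same 3 genes were also lower in H ovule than in B, as their fold changes show: MPK4 -1.52, adjusted p = 4.50e-05, PHO1 -1.77, adjusted p = 6.51e-06 and JAZ10 -1.13, adjusted p = 0.0208. B replicates 1 and 2 lie in the lower Q30 group and all H ovule libraries in the higher. These 3 calls between H and B were not followed over other settings. The list was chosen by the study on these samples and is not independent evidence.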

Out of nine genes, two genes *Gh_A03G1024* (*BZR1*: Brassinazole-resistant 1) and *Gh_D08G1440* (*ASK8*: Shaggy-related protein kinase theta) involved in plant hormone signal transduction pathway showed differential expressions in flower buds of high hybrid. 

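BZR1 (Gh_A03G1024), a brassinosteroid transcription factor, had 9.93 ± 12.5 FPKM in flower buds of A, 2.78 ± 1.55 in B and 2.84 ± 0.953 in H (n = 3). H against A gave a log2 fold change of -0.89, SE 0.712, adjusted p = 0.705, and H against B 0.10, adjusted p = 1. ASK8 (Gh_D08G1440), described in the table as shaggy-like kinase 32, had 7.8 ± 9.05 in A, 1.12 ± 0.787 in B and 0.569 ± 0.32 in H, with -1.82, SE 1.17, adjusted p = 0.624 against A and -0.38, adjusted p = 0.985 against B. The SDs in A exceed the means because A replicate 2 stands above the others, at 24.34 for BZR1 and 17.9 for ASK8, against 2.103 and 0.4131 in replicate 1.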

Another three starch and sucrose metabolism pathway also had differential expressions in flower buds of high hybrid. These genes were *Gh_A08G2210* (Endoglucanase 16), *Gh_A12G2183* (*GBSS1*: Granule-bound starch synthase 1, chloroplastic/amyloplastic), and *Gh_D07G1312* (*APL2*: Glucose-1-phosphate adenylyltransferase large subunit 2, chloroplastic). 

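APL2 (Gh_D07G1312), a subunit of the enzyme that starts starch synthesis, had 4.17 ± 4.34 FPKM in flower buds of A, 0.451 ± 0.186 in B and 0.367 ± 0.133 in H (n = 3, H against A: -1.49, SE 0.939, adjusted p = 0.617, H against B: -0.08, adjusted p = 1). Endoglucanase 16 (Gh_A08G2210), of cellulose hydrolysis, is listed at 0, 10.02 and 1.011 in replicates 1 to 3 of A, at 0.006986, 0 and 0 in B and at 0, 0.03383 and 0 in H. GBSS1 (Gh_A12G2183), of amylose synthesis, is listed at 0, 19.89 and 8.711 in A, at 0.1409, 1.929 and 1.389 in B and at 0.2766, 0.5176 and 1.276 in H. Replicate 1 is the lowest of the 3 A libraries for each of these genes.

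**Figure D3:**
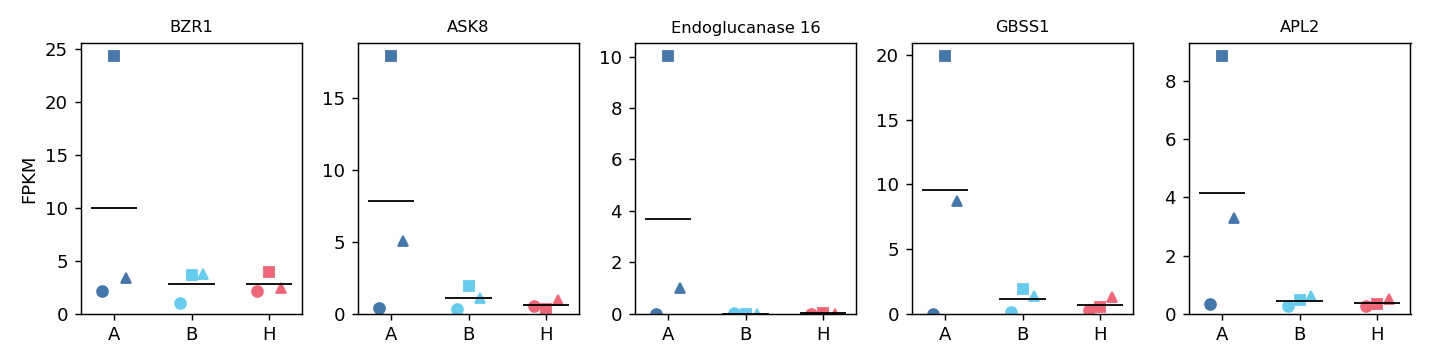
FPKM of BZR1, ASK8, endoglucanase 16, GBSS1 and APL2 in each flower bud library of A, B and H (3 libraries per genotype; black bar, mean; circle, square and triangle, replicates 1, 2 and 3).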

The remaining four had specific differential expression in 1 DPA ovule of low hybrid. Three of them denoted as *Gh_D08G1467* (*MPK4*: Mitogen-activated protein kinase 4), *Gh_A03G0889* (*PHO1*: Phosphate transporter PHO1 homolog 3), and *Gh_A08G2199* (*JAZ10*: Jasmonate-zim-domain protein 10) were enriched in plant hormone signal pathway. 

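MPK4 (Gh_D08G1467), a kinase of stress and hormone signalling, had 4.99 ± 0.541 FPKM in L ovule, 16.9 ± 0.813 in D and 8.49 ± 2.08 in A (n = 3). It was lower in L than in D (log2 fold change -1.58, SE 0.173, adjusted p = 3.35e-05), and the value is -1.44 with L replicate 1 alone. Against A the value is -0.64, SE 0.173, adjusted p = 0.0209, and -0.50 with L replicate 1 alone. L minus D in ovule less that in leaf is -1.49, SE 0.203, adjusted p = 5.26e-06, and in flower buds less that in ovule 1.75, SE 0.203, adjusted p = 2.79e-07. L thus lay further below D in ovule than in leaf or flower buds.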

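PHO1 (Gh_A03G0889), a phosphate exporter described in the table as an EXS family protein, fell from 27.5 ± 2.95 FPKM in D ovule to 10.5 ± 2.75 in L (log2 fold change -1.34, SE 0.166, adjusted p = 0.000102, n = 3). With L replicate 1 alone it is at -0.97, and in a fit on the 2 groups adjusted p = 0.0691. JAZ10 (Gh_A08G2199), a repressor of jasmonate responses described as JAZ1, went from 9.51 ± 1.97 in D to 2.82 ± 2.05 in L (-1.57, SE 0.265, adjusted p = 0.00118), a call lost in a fit on the 2 groups (adjusted p = 0.158). With L replicate 1 alone JAZ10 is at -0.75. In A ovule the levels were 14.7 ± 2.6 and 4.15 ± 1.35, with L against A at -0.47, adjusted p = 0.0629 for PHO1 (-0.10 with L replicate 1 alone) and -0.52, adjusted p = 0.186 for JAZ10 (0.30 with L replicate 1 alone).

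**Figure D4:**
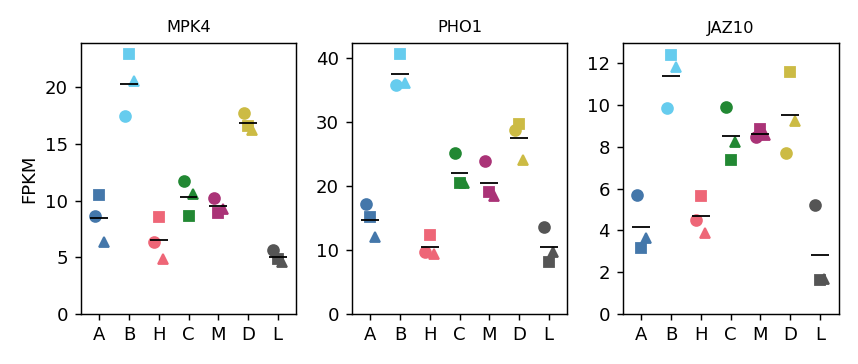
FPKM of MPK4, PHO1 and JAZ10 in each ovule library of the 7 genotypes (3 libraries per genotype; black bar, mean; circle, square and triangle, replicates 1, 2 and 3). L replicates 2 and 3 stand apart from the other ovule libraries.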

The remaining one gene *Gh_D05G0202* (*CRR21*: Pentatricopeptide repeat-containing protein) belonged to starch and sucrose metabolism pathway. Collectively, gene co-expression network analysis in hybrids not only helped to screen key genes but also provided novel insights into the regulatory mechanism of yield heterosis of cotton.

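CRR21 (Gh_D05G0202), a pentatricopeptide repeat gene of organelle RNA editing, is listed at 0 in all 3 ovule libraries of A and of L. In D ovule it is listed at 0.3925, 0.1696 and 0.5358. The other ovule libraries are listed at 0, apart from C replicate 3 (0.1013) and M replicate 2 (1.678). Of 474 pentatricopeptide repeat genes measured in ovule, 2 were higher and 0 lower in L than in D without L replicates 2 and 3, and 26 and 2 with them.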

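Correlation with the Table S7 partners is also high for ASK8, GBSS1 and APL2 outside the triad. In flower buds of the 4 other genotypes (12 libraries) their medians are 0.963, 0.939 and 0.965. For endoglucanase 16 the median there is 0.761, and for BZR1 -0.262. No random sets were drawn for these genotypes. On deviations from the genotype mean within the H triad, the bud medians run from 0.813 for BZR1 to 0.961 for APL2. The correlation is thus present between libraries of the same genotype. The 5 genes of H also follow the first flower bud component (r = 0.953 over 21 libraries). In ovule of the 4 other genotypes MPK4 has 0.925, PHO1 0.926, JAZ10 0.902 and CRR21 -0.0819. On deviations from the genotype mean within the L triad, the medians are 0.397 for MPK4, 0.716 for PHO1, 0.7 for JAZ10 and -0.069 for CRR21. In leaf of A, B and H, BZR1 has 0.0439, APL2 -0.0728, ASK8 0.353 and endoglucanase 16 0.361, and 0 of 1000 random sets are as high for the last 2. In ovule of this triad BZR1 has 0.0287 and ASK8 0.0236, with 337 and 238 of 1000 random sets as high. The study pooled the 3 tissues for its network, so leaf and ovule took part in the choice of partners. From DEGs, known yield QTLs and the network together, the paper considers these 9 genes as putative candidates for yield heterosis. Its qRT-PCR reports a significant change of hybrids against a parent for all of them but endoglucanase 16.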

**Fig. 8:**
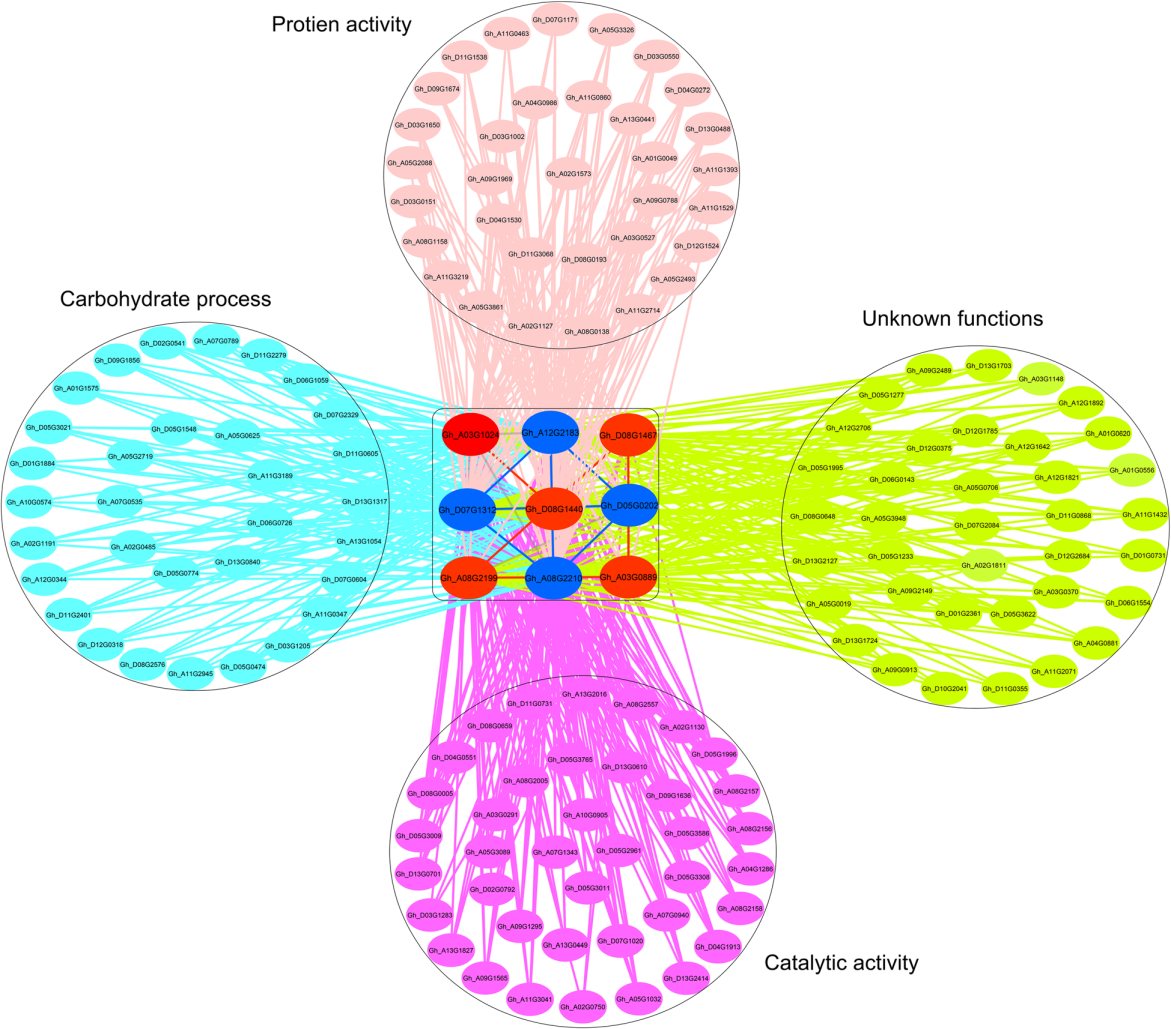
The co-expression network of known seed cotton yields QTLs mapped nine genes. Red and blue nodes respectively represent high and low hybrid-specific genes. Gene to gene correlation weight is above 0.40 in this network

### Quantitative real-time PCR (qRT-PCR)

We selected nine candidate DEGs to perform qRT- PCR analysis. These genes showed hybrid and tissue-specific expression in RNA-seq, mapped on SCY-QTLs, and had the highest interconnected genes in the co-expression network. Primer was designed in gene-specific way to ensure accuracy of expression (Additional file 21: Table S8). Analysis results showed *Gh_A03G1024*, and *Gh_D08G1440*, *Gh_A12G2183, Gh_A03G0889, Gh_D05G0202, Gh_A08G2199, Gh_D08G1467* and *Gh_D07G1312* displayed a significant change in each hybrid compared from their one parent or both parents (Additional file 13: Figure S13). However, gene *Gh_A08G2210* showed no statistical difference in hybrids. More interestingly, these genes apparently showed the expression similar to their maternal or paternal parent as determined in RNA-seq results.

## Discussion

### Usefulness of cotton hybridization and overview of transcriptome sequence

The utilization of heterosis has long been one of the main objectives of cotton breeders. Both intraspecific and interspecific cotton crosses exhibited meaningful heterosis for yield and yield-related traits [12, 15, 46–48]. However, hybridization in intraspecific crosses of upland cotton requires more efforts to obtain significant positive heterosis. Our field experimentation at six different environments revealed more than 70% of intraspecific hybrids of upland cotton had positive MPH for yield traits in each environment. The level of heterosis may be decreased in next generations. However, a previous research found both F_1_ and F_2_ crosses in cotton out-yielded their parent by 20–40% and 6–10%, respectively [49]. Other reported a MPH of 20% in F_1_ and 10% in F_2_ for lint yield [50]. Some researcher witnessed upland cultivars displayed higher MPH than modern cultivars in lint yield [51]. The level of heterosis in any desired trait depends on hybridized parents and breeding design. Selection of genetically superior and physiological effective parents already improved maize yield up to 15% in the USA [32] and 10–20% rice in the China [52].

To better understand the genetics behind yield heterosis, transcriptome sequencing at the start of the reproductive stage was performed using three contrasting yield hybrids with their four inbred parents. Comparative analysis of DEGs in all datasets identified total number of DEGs in hybrids was similar to those of between parents. Additionally, few unique genomic differences existed in hybrids compared to parents at the gene expression level. These results illustrate transcriptional reprogramming following hybridization even with few quantitative or qualitative differences in gene expression may lead to phenotypic variation in hybrids. Furthermore, some genes in hybrids may expressed differently and perform function better in some tissues or conditions, while others may be superior in other tissues or conditions. Accumulative effect of these few genes may derive heterosis in hybrids. Research in many agronomic crops has confirmed hybridization has a dramatic effect on genes expressions [53–56]. Previously, comparative analysis between hybrids and their parents reported only 0.8–2.3% DEGs in *B. napus* [56] and 10.6% in super hybrid rice LYP9 [57]. Another study in rice noticed only 2.8% DEGs in hybrid [58]. These studies enabled us to understand that only a small number of genetic differences can produce superior performance in hybrids.

### Cotton hybrids exhibit parent expression level dominance at squaring stage

Allopolyploids have been found to show expression level dominance (ELD), a phenomenon in which gene expression of progeny is statistically similar to that of one parent [59]. Our analysis results found most hybrid DEGs had non-additive gene expression at squaring stage especially high/low maternal or paternal like expression groups had highest portion. DEGs with additive or mid parent expressions were quite low. It is possible to assume that crossing of different genomes of two parents may cause genomic dominance of ideal parent and these changes can be a reason of better performance in hybrids. Interestingly, these hybrids had higher number of non-additive but overdominance genes expressions at seedling stage [60]. Previously, synthetic and natural allopolyploids of cotton were found to mimic the expression patterns similar to one of two diploids parent [59]. A transcriptome analysis in super hybrid rice found 30–50% non-additive gene expression at the early developmental stages [57]. Many maize scientists noticed higher non-additive gene expression [61–63], while others detected higher additive gene expression in hybrids [64, 65]. The predictions about additive genes involved in heterosis are considered because in many cases, the number of DEGs between parental lines was more than those between parental lines and F_1_ hybrids. Plenty of recent studies have implemented ELD classification to check gene expression patterns in hybrids. For instance, 70–80% of the non-additive genes in *B. napus* F_1_ hybrid displayed high parent expression level dominance during the early flowering development stage [56]. Most of hybrid DEGs in wheat followed the expression of maternal parent in seedling tissues and paternal parent in spike tissues [66]. Overdominance expressions in heterotic hybrids compared to non-heterotic hybrids have also been reported in some crop hybrids [67, 68]. Based on the results of many studies, it is still unclear which expression class is important, but it seems both additive and non-additive gene expressions probably produced heterosis in plants.

### Possible roles of signaling and sugar metabolic pathways genes in yield heterosis

Our investigation found DEGs of hybrids with P-ELD were enriched plenty of diverse pathways. However, the plant hormone signaling and sugar metabolisms were the most significance pathways. Changes in the expression of signaling genes related to Auxin response factors (ARF), Leucine-rich repeat protein, Jasmonate-zim (JAZ) domain protein, MAP kinase, and Brassinosteroid signaling regulator (BZR) proteins were found in this study. Plant hormones are a structurally distinct group of key molecules that regulate plant growth and control feedback linked with both biotic and abiotic stresses. Phytohormone signaling pathway genes linked with brassinosteroids and gibberellic acid play critical role in plant height regulation of hybrid maize [69]. Further, transcriptome comparison in *B. napus* specified that IAA and SA response genes had differential expression in F_1_ hybrids, which finally triggered hybrid vigor [56]. Auxin control transcription through IAA proteins and ARFs. IAA proteins bind with the ARF and repress transcription with the help of co-repressor called topless [70]. Transcription is either inhibited or activated depending upon the kind of an ARF which binds DNA [71]. Plant hormone signaling and responses usually make major changes in transcription. However, these are not as well categorized as the transcription responses in plants [72]. At the advent of abnormal conditions or stresses, plants generate diverse sugar and hormone signaling to maintain the balance of metabolic processes by changes at the transcript, protein, and metabolite level [73]. Earlier transcript analysis revealed sugar and auxin signaling regulate anther development during high-temperature stress in cotton [74].

To a particular interest, many sugar metabolic genes associated with Cellulose synthase (CESAs), Pectin lyase like (PEL), Sucrose synthase (Sus), Starch synthase, Alpha-beta-amylase, Pentatricopeptide repeat (PPR) and Tetratricopeptide repeat (TPR) protein had differential expression in hybrids. 

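Cellulose synthase-like E1 (Gh_D01G0745), a wall polysaccharide enzyme, had 6.82 ± 0.689 FPKM in M leaf and 2.73 ± 0.287 in C (log2 fold change 1.07, SE 0.161, adjusted p = 0.00125, n = 3). Cellulose synthase-like D3 (Gh_D12G2049), of tip-growing cells, was lower in H ovule (6.6 ± 0.922) than in B (16 ± 0.191, -1.17, SE 0.148, adjusted p = 0.000127). The pectate lyases Gh_D12G1856 (3.34 ± 0.418 in M, 12 ± 1.1 in A, -1.59, SE 0.131, adjusted p = 1.59e-06) and Gh_D03G0971 (28.8 ± 3.32 and 70.2 ± 3.55, -1.26, SE 0.0963, adjusted p = 5.78e-07), which break down pectin, fell in M ovule. Over the 16 contrasts outside L ovule, 2 higher and 1 lower calls fall on cellulose synthase genes (58 measured in ovule), 1 and 5 on pectin genes (119), 0 and 6 on starch and sucrose enzymes (173) and 9 and 1 on pentatricopeptide repeat genes (426 in leaf). One of the lower starch and sucrose enzymes is Gh_A11G0520, an invertase or pectin methylesterase inhibitor, thus no enzyme of sugar synthesis, in M flower buds (0.742 ± 0.651) against C (16.8 ± 1.65, -3.41, SE 0.596, adjusted p = 0.00602).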

Cellulose and pectin are key components of plant cell walls and play role during cotton fiber cell development. Cellulose synthesis control fiber secondary wall thickening [75]. Reduced *PEL* gene transcripts caused a reduction in their enzymatic activity which ultimately reduced fiber elongation in cotton [76]. Mutants of cellulose synthase 6 (*CESA6*) showed strong cellulose deficit as a consequence short hypocotyl phenotype was witnessed in Arabidopsis [77]. A genome-wide association study in *B. napus* determined *CESA6* can be a promising candidate gene for stem lodging resistance [45]. Photosynthate in plants is transported in the form of sucrose and regulated by Sus enzymes through active participation in phloem unloading process. Sus activity associated genes perform a pivotal role in cotton fiber development by providing sucrose and cellulose to growing fiber [78, 79]. Additionally, Sus activity has strong connection with the final harvest index of starch storing organs in the plant. Starch is a carbon storage polymer and acts as a major regulator of plant growth through balancing net carbon availability. The carbon fixed by plants is stored as starch in the light which is completely utilized in the night for respiration and growth [80]. Thus, any change that leads to a temporary state of carbon shortage, reduce the rate of plant growth by rebalancing the net carbon [81, 82] through enhancing the rate of starch synthesis and reducing the rate of starch breakdown [83, 84]. Gene expression study in hybrid rice has shown that several genes linked with circadian rhythm, carbon fixation, and starch and sucrose metabolism were located into yield QTLs regions, expecting these putative candidate genes for yield heterosis [85]. Besides photosynthesis, other metabolic pathways such as sucrose and starch may be a key contributor to wheat heterosis [86]. Maize seed and potato tuber contain plenty of starch on dry weight basis, so their yield mainly depends on starch and sucrose metabolism [87, 88]. Starchless mutants cannot grow in a light/dark cycle due to an imbalance of carbon and starch which ultimately produced carbon shortage at night resulting in growth impedance for quite a few hours the next day [81].

### Role of QTLs and co-expression network to excavate candidate genes for yield heterosis

Quantitative trait locus (QTLs) provides an association between genomics and phenomics of complex traits. In the last decade, several researchers have performed QTLs analysis to understand heterosis [42]. However, difficult to point out target genes in most cases due to the large region of the identified QTLs. To minimize this challenge, a promising approach is mapping DEGs on already known QTLs and then the construction of their co-expression regulatory network. Further, yield heterosis is a reflection of the effect of many interconnected genes rather than individual genes, thus understanding the interrelationship between genes facilitates to exploit candidate genes that are likely associated with a biological system. A similar approach already has been done in rice and *B. napus* [45, 58]. Our selected hybrids were superior or inferior to their parents in seed cotton yield, and investigation found 74 DEGs from key pathways were mapped on 43 overlapped seed cotton yield QTLs.

Our integrated co-expression network analysis of high and low hybrids using green module revealed nine seed cotton yield QTLs mapped genes, interconnected with many genes enriched in biological and molecular functions such as carbohydrate metabolic processes, catalytic activities, and protein binding or transportation. 

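The difference of L from D in ovule minus that in leaf is -1.33, SE 0.218, adjusted p = 0.000108 for PHO1 and -1.20, SE 0.308, adjusted p = 0.0131 for JAZ10, on the log2 scale. Flower buds against ovule gave 1.26, SE 0.218, adjusted p = 0.000276 for PHO1 and 1.70, SE 0.308, adjusted p = 0.000526 for JAZ10. These values include L replicates 2 and 3 in ovule. With L replicate 1 alone, L against D there is at -0.97 for PHO1 and -0.75 for JAZ10, both short of the threshold of 1 in size. For the 5 genes of H no difference between tissues passed: BZR1, H against A, gave -0.53, SE 0.967, adjusted p = 0.937 in flower buds against leaf, ASK8 -1.80, SE 1.01, adjusted p = 0.545 and APL2 -1.74, SE 0.817, adjusted p = 0.45.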

Our identified putative candidate genes were *Gh_A03G1024*, *Gh_D08G1440, Gh_A08G2210, Gh_A12G2183, Gh_D07G1312, Gh_D08G1467, Gh_A03G0889, Gh_A08G2199,* and *Gh_D05G0202.* More interestingly, all these genes showed tissue-specific differential expression in reproductive tissue flower buds and 1 DPA ovule of hybrids. Gene *BZR1* is associated with brassinosteroid mediated signaling pathway and regulates cell elongation and division. *BES1* transgenic plants in upland cotton showed reduced hypocotyl sensitivity to brassinazole, curled leaves, bent petioles, and changed expression of BR constitutive genes [89]. OsBRI1 gene functions in various growth and developmental processes in rice, caused dwarfism, and bending of the lamina [90]. *ASK8* is a Shaggy-related gene that enables extracellular signals to adjust transcription in differentiating cells, stress responses [91], and also participate in biological functions linked with BR response. The gene *Gh_A08G2210* belongs to endoglucanase gene family and involved in cell wall organization and cellulose catabolism. It was predicted that it may have a function in pollen and pollen tube growth in Arabidopsis [92].

Other putative candidate genes associated with starch biosynthesis such as *GBSS1* and *APL2* showed differential expression in flower buds of high hybrid. CRISPR/Cas9 mediated mutations of *GBSSI* effect reproductive growth as a result shrunken seeds were produced in rice [93]. Additionally, promising candidate signaling genes associated with *JAZ10* and *MPK4* protein showed differential expression in only 1 DPA ovule of low hybrid. 

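MPK4 was lower in H ovule (6.55 ± 1.87 FPKM) than in B (20.3 ± 2.78, SE 0.173, n = 3), a difference of the size found between L and D. JAZ10 was lower in H ovule as well (4.67 ± 0.882, B 11.4 ± 1.34, SE 0.265). For H against B, flower buds minus ovule is 1.39, SE 0.203, adjusted p = 1.86e-05 for MPK4 and 1.23, SE 0.308, adjusted p = 0.0204 for JAZ10. Ovule minus leaf is -1.45, SE 0.203, adjusted p = 8.15e-06 for MPK4 and -0.84, SE 0.308, adjusted p = 0.259 for JAZ10. In M ovule neither passed against C (MPK4 -0.10, adjusted p = 0.931, JAZ10 0.03, adjusted p = 1). In leaf and flower buds neither gene passed between any hybrid and parent.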

*MPK4* modifies the expression of genes responding to biotic and abiotic stresses, and has an important role in pathogen defense [94]. More to this, it also take part in regulation of cytokine [95], salicylic acid, and jasmonic acid-mediated defense gene expression. *JAZ10* gene acts as repressor of jasmonate responses and Jasmonoyl isoleucine specifically promotes *COI1-TIFY10A/JAZ1* interaction as observed in Arabidopsis [96]. Gene *PHO1* thought to be involved in the transportation of inorganic phosphate [97], here in our results showed downregulation in 1 DPA ovule of low hybrid. 

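PHO1 is listed at 13.49, 8.145 and 9.719 FPKM in replicates 1 to 3 of L ovule and at 28.69, 29.66 and 24.12 in D. In the H triad B ovule had 37.6 ± 2.7 and H 10.4 ± 1.65 (n = 3, SE 0.166). The difference of H from B in ovule minus leaf is -1.69, SE 0.218, adjusted p = 1.69e-06, and flower buds minus ovule 1.75, SE 0.218, adjusted p = 6.24e-07.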

Chloroplast *CRR21* gene play the main role in chloroplast RNA editing and modifications [98]. Interestingly, this gene showed downregulation in fiber ovule of low hybrid only. To be concise, the integration of transcriptomic, QTLs and co-expression network provide useful understanding about the genomics of seed cotton yield heterosis.

## Conclusions

Notably, F_1_ hybrids of upland showed meaningful mid and better heterosis in seed cotton yield. Comparative transcriptome study of contesting hybrids and their inbred parents at squaring stage revealed many DEGs with parent like gene expressions. In addition, many auxins, brassinosteroid, jasmonic acid hormone signaling and cellulose, sucrose, and starch synthase metabolic DEGs were mapped on known seed cotton yield QTLs. Co-expression network analysis identified nine promising candidate genes and discovered their complex biological network with interconnected genes that probably mediate seed cotton yield heterosis. Together all, our field experimentation quantified hybridization in cotton is useful to improve yield. Comprehensive genome-wide transcriptome analysis gave new insights to understand the preliminary genetics of yield heterosis. However, further research at the gene functional level is desired to understand the perturbed biological system of yield heterosis in upland cotton.

## Methods

### Calculation of phenotypic heterosis for yield parameter

In 2015, our research group produced 30 intraspecific F_1_ upland cotton hybrids by using 11 inbred parents. The brief detail about all plant material and two-year field experimentation at three locations can be seen in our previous study [99]. The phenotypic data from all field experimentation were used to determine the degree of heterosis in yield traits, as mid parent heterosis (MPH), was calculated using the equation: MPH = 100 × (F_1_ - MP)/MP, and that of better parent heterosis (BPH) was calculated using the equation: BPH = 100 × (F_1_ - BP)/BP, where F_1_ is the performance value of each trait for the F_1_ progeny, MP is the mean value of that trait for the parents, and BP is the value of that trait for the better parent.

### RNA extraction, Illumina sequencing, and data analysis

Based on the level of phenotypic heterosis in yield traits, high (denoted as H), medium (M), and low (L) hybrid and their four inbred parents were selected for transcriptomic analysis at squaring stage which is generally the start of reproductive stage in cotton. Inbred lines used in this study were self-fertilized for many generations to maintain purity and included one maternal inbred line named SJ48 (denoted as A) and three paternal inbred lines viz. Z98–15 (B), 851–2 (C), and DT-8 (D). The detail about field experimentation is described in our published study [60]. For RNA samples, leaf, flower buds, and 1 day after post anthesis (1 DPA) ovule in three biological replicates were collected for all seven materials from the field test of the year 2018. All plant materials and field localities used in this study were the property of Institute of Cotton Research of Chinese Academy of Agricultural Sciences, Anyang, China. Samples for leaf and flower buds were picked at squaring stage. At the same time, fully opened flowers from random plants were tagged to pick 1 DPA ovule. Young leaves about 2 mg picked from different plants were pooled for the composite samples. Similarly, flower buds of 2 mm, 3 mm and 4 mm size were also pooled. In all, a total of 63 samples were used to isolate total RNA. After initial quality measurements and preparations, paired-end sequencing (300 ± 50 bp) on an Illumina Hiseq 4000 was implemented at the LC biosciences China by following the vendor’s recommended protocol. Cutadapt 1.10 [100] and Perl scripts in house were used for quality control. HISAT 2.0 [101] was applied to aligned clean reads to the upland cotton genome [36]. StringTie 1.3 [102] was used to assemble mapped reads. After the final transcriptome was generated, StringTie 1.3 together with Ballgown [103] was applied to estimate the expression levels. The expression profiles for mRNAs in the FPKM form were detected with StringTie 1.3. The criteria log2 (fold change) > 1 or < − 1 and *p-value < 0.05* was used to identify differentially expressed mRNAs between two samples. The analysis of expression level dominance was executed with density estimator in the R software package by opting the method as previously described [59]. By this analysis, expression statistics among two parents and their derived hybrids were distributed into following 12 possible groups. Genes expression in hybrids may be additive (1 and 2 groups), paternal-expression level dominance (3 and 4 groups), maternal-expression level dominance (5 and 6 groups), and transgressive expression lower or higher than either parent (7 to 12 groups). The GO functional annotations of DEGs were tested with the Goatools software [104]. KOBAS software [105] was used to retrieve the KEGG pathway enrichment analysis. The threshold criteria *p-value ≤ 0.05* and rich factor was applied for enrichment analysis.

### Mapping key DEGs on seed cotton yield QTLs

Seed cotton yield QTLs (LOD > 2) with genetic position and linked molecular markers were acquired from the cotton QTL database (www.cottonqtldb.org). The physical positions of QTLs, gene loci, and coordinates were attained from the upland cotton genome [36]. Depend on the physical positions of both gene loci and QTL. DEGs from highly enriched and key pathways were then mapped to QTLs. Mapchart software 2.0 was used to display the physical location of genes and QTLs on concerned chromosomes.

### Weighted gene co-expression network analysis

WGCNA was performed individually in high and low hybrids by using squaring stage DEGs. These DEGs were identified in comparative RNA-seq data analysis between these hybrids and their respective parents and pool from leaf, flower buds, and 1 DPA ovule tissues using each biological replicate as an individual dataset. Biologically appropriate network was constructed by following step by step method as previously described [106]. In WGCNA, modules dendrograms were made by using dynamic tree cut method. While modules were identified on the basis of merge CutHeight method. Different genes were clustered into different modules due to their correction weight and expression profile. Finally, we selected modules having the highest connectivity from each hybrid to construct a network. The co-expression network was built using only putative candidate genes (Genes enriched both in seed cotton yield QTLs and key pathways) and their interconnected genes having weights > 0.40. Cytoscape_v 3.7.1 software [107] was used to show final co-expression network.

### qRT-PCR analysis

For qRT-PCR, same total RNA prepared for RNA sequencing was used to synthesis first standard cDNA fragments for each sample with PrimerScript™ RT Reagent Kit for Perfect Real Time (RR037A, TaKaRa, Japan). Oligo7 software was used to design gene-specific primers, and reaction mixture for qRT-PCR was prepared using TransSart Top Green qPCR SuperMix (AQ131,TransGen Biotech, China). The actin gene was used for normalization. Three biological replicate each with three technical replicates were run for target and actin genes. The protocol of qRT-PCR and data analysis technique were same as described in our previous study [17].

## Supplementary information

**Additional file 1: Figure S1.** The mapped region’s statistics of all 63 sequenced libraries of parents and hybrids. Here, RL: leaf, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, and B, C, D represents three paternal parents of high (H), medium (M), and low (L) hybrids, respectively. Numerical values 1, 2, 3 correspond to three biological replicates.

**Additional file 2: Figure S2.** Principle component analysis for all samples. In the figure, RL: leaf, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, and B, C, D represents three paternal parents of high (H), medium (M), and low (L) hybrids, respectively. R1, R2, R3 correspond to three biological replicates.

**Additional file 3: Figure S3.** Pearson correlation between different samples. Here, RL: leaf, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, and B, C, D represents three paternal parents of high (H), medium (M), and low (L) hybrids, respectively. Numerical values 1, 2, 3 correspond to three biological replicates.

**Additional file 4: Figure S4.** Total number of expressed genes for each sample. In this figure, RL: leaf, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, and B, C, D represents three paternal parents of high (H), medium (M), and low (L) hybrids, respectively. Numerical values 1, 2, 3 correspond to three biological replicates.

**Additional file 5: Figure S5.** Expression heatmap of parent like expressed genes of high hybrid. In each figure, RL: leaf, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, and B: paternal parent, H: high hybrid, respectively. Numerical values 1, 2, 3 correspond to three biological replicates.

**Additional file 6: Figure S6.** Expression heatmap of parent like expressed genes of medium hybrid. In each figure, RL: leaf, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, and C: paternal parent, M: medium hybrid, respectively. Numerical values 1, 2, 3 correspond to three biological replicates.

**Additional file 7: Figure S7.** Expression heatmap of parent like expressed genes of low hybrid. In each figure, RL: leaf, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, and D: paternal parent, L: low hybrid, respectively. Numerical values 1, 2, 3 correspond to three biological replicates.

**Additional file 8: Figure S8.** Most enriched GO terms for DEGs with parents like expression in hybrids at squaring. **a, b,** and **c** shows GO terms with total number of genes in high (H), medium (M) and low (L) hybrid, respectively. Here, most enriched GO terms with *p* < 0.05 are only presented in each figure.

**Additional file 9: Figure S9.** Common GO and pathways of parent like differentially expressed genes of hybrids. **a** and **b** respectively represents GO and pathways among high (H), medium (M) and low (L) hybrids.

**Additional file 10: Figure S10.** Expression heatmap of known seed cotton yield QTLs mapped genes of hybrids. **a** shows high hybrid parent triad specific gene in leaf (RL), flower buds (F), and 1 DPA ovule. **b** represents low hybrid parent triad specific genes. Here, A, B, and D represent inbred parents and H, and L correspond to high and low hybrids.

**Additional file 11: Figure S11.** Modules dendrogram, correlation, and average connectivity high and low hybrids. **a** and **b** represents cluster dendrograms showing co-expressed modules in high (H) and low (L) hybrids respectively. **c** shows modules correlation between a: high and b: low hybrid. **d** indicates the average connectivity of genes in each module of high and low hybrid.

**Additional file 12: Figure S12.** Expression heatmap of nine key genes of hybrids. **a** shows low hybrid specific expressed four genes. **b** indicates high hybrid specific expressed five genes. Here, F: flower buds, DPA: 1 day post anthesis ovule, A: maternal parent, B, and D represent paternal parents of high (H) and low (L) hybrids.

**Additional file 13: Figure S13.** qRT-PCR of nine selected putative candidate genes. In each figure, H: High, M: Medium, L: Low and A, B, C, and D stands for four inbred parents. The first five genes show expression in flower buds tissue and others represent expression in 1 DPA ovule. * shows a significant difference in hybrids only with their one parent and ** with both parents at *p-value 0.05*.

**Additional file 14: Table S1.** Mean of mid and better parent heterosis observed for yield traits in three locations and two-year field experimentation.

**Additional file 15: Table S2.** Summary of RNA sequencing and mapping for all 63 samples.

**Additional file 16: Table S3.** Most enriched GO terms for parent like expressed DEGs of high, medium, and low hybrids.

**Additional file 17: Table S4.** Most enriched pathways for parent like expressed DEGs of high, medium, and low hybrids.

**Additional file 18: Table S5.** Detailed information of already reported seed cotton yield QTLs used to map DEGs.

**Additional file 19: Table S6.** Number of co-expressed modules and genes for hybrids.

**Additional file 20: Table S7.** List and weightage of co-expressed SCY-QTLs mapped genes from blue module.

**Additional file 21: Table S8.** List of gene primers used for qRT-PCR.

## Data Availability

All sequencing datasets generated or analyzed in this study are freely available with accession number GSE150052 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150052.

## Abbreviations

DEGs: Differentially expressed genes
MPH: Mid parent heterosis
P-ELD: Parent expression level dominance
QTLs: Quantitative trait locus
WGCNA: Weighted gene co-expression network analysis

# Supplementary material for: Comparative transcriptome analysis between inbred and hybrids reveals molecular insights into yield heterosis of upland cotton
**Source:** BMC Plant Biol. 2020 May 27;20:239. doi: 10.1186/s12870-020-02442-z
**Supplement:** Supplementary file 14 — Additional file 14: Table S1. Mean of mid and better parent heterosis observed for yield traits in three locations and two-year field experimentation.

| **Hybrids name** | **BN** | | **BW** | | **SCY** | | **LY** | | **LP** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **MPH** | **BPH** | **MPH** | **BPH** | **MPH** | **BPH** | **MPH** | **BPH** | **MPH** | **BPH** |
| K8-1×851-2 | 2.31 | 4.41 | 9.44 | -0.65 | 9.32 | 2.88 | 9.40 | 0.09 | 0.35 | -3.40 |
| K8-1×A2-10 | 7.07 | 5.67 | 9.58 | 4.21 | 16.15 | 10.12 | 18.26 | 14.25 | 1.86 | -0.03 |
| K8-1×DT-8 | 5.82 | -1.08 | 3.67 | 0.30 | 6.14 | -6.29 | 8.10 | -4.32 | 1.94 | 0.28 |
| K8-1×GC-8 | 11.95 | 10.06 | 6.97 | 2.68 | 18.17 | 11.34 | 21.04 | 15.54 | 2.23 | 2.85 |
| K8-1×RP24-10 | 9.10 | 6.78 | 12.08 | 1.80 | 7.51 | -0.60 | 8.94 | 2.22 | 2.22 | 0.63 |
| K8-1×Z98-15 | 6.28 | -2.27 | 0.04 | 2.35 | 14.38 | 8.12 | 17.66 | 12.47 | 2.77 | 1.27 |
| L28-2 ×RP24-10 | 8.36 | -3.06 | 1.08 | 2.52 | 9.91 | 2.02 | 11.38 | 2.51 | 1.39 | -1.56 |
| L28-2 ×Z98-15 | 3.18 | -3.38 | -0.31 | 0.36 | 8.46 | 2.80 | 13.95 | 8.22 | 4.92 | 1.74 |
| L28-2×851-2 | 5.75 | 7.19 | 12.18 | 1.89 | 12.77 | 4.00 | 15.27 | 0.58 | 2.77 | -4.53 |
| L28-2×A2-10 | 6.21 | 2.50 | 9.92 | 4.54 | 14.91 | 9.15 | 17.75 | 11.47 | 2.53 | -0.54 |
| L28-2×DT-8 | 6.66 | 5.57 | 14.58 | 1.66 | 16.70 | 1.47 | 19.55 | 0.77 | 3.04 | -0.47 |
| L28-2×GC-8 | 5.59 | -3.96 | 3.31 | 2.90 | 16.92 | 9.66 | 19.88 | 9.80 | 2.59 | -1.47 |
| SJ48-1×851-2 | 3.57 | 3.35 | 12.00 | 0.15 | 13.29 | 2.49 | 14.17 | 2.09 | 1.30 | -5.50 |
| SJ48-1×A2-10 | 5.92 | 7.99 | 12.19 | 3.60 | 17.15 | 13.06 | 20.07 | 15.02 | 2.61 | -0.16 |
| SJ48-1×DT-8 | 10.20 | -3.51 | 0.99 | 2.91 | 8.80 | 0.28 | 21.09 | 4.19 | 3.90 | 0.72 |
| SJ48-1×GC-8 | 5.39 | 4.42 | 9.52 | 3.20 | 19.43 | 15.08 | 24.65 | 17.68 | 4.41 | 0.74 |
| SJ48-1×RP24-10 | 9.94 | -6.66 | -1.21 | 3.47 | 14.04 | 8.67 | 16.05 | 9.13 | 2.32 | -0.18 |
| SJ48-1×Z98-15 | 6.46 | 3.25 | 9.51 | 3.00 | 19.89 | 14.07 | 24.25 | 16.24 | 3.72 | 1.01 |
| ZB-1×851-2 | 7.84 | 4.41 | 11.07 | -0.57 | 28.05 | 12.77 | 31.22 | 16.61 | 2.44 | -4.79 |
| ZB-1×A2-10 | 5.93 | -2.91 | 6.71 | -0.49 | 18.66 | 11.88 | 16.11 | 9.11 | -2.56 | -6.02 |
| ZB-1×DT-8 | 8.52 | -5.51 | -1.66 | 4.29 | 30.62 | 18.27 | 34.18 | 20.05 | 2.90 | -0.80 |
| ZB-1×GC-8 | 5.54 | -8.07 | 0.75 | -1.07 | 19.40 | 12.38 | 20.15 | 15.18 | 0.25 | -3.75 |
| ZB-1×RP24-10 | 11.15 | 2.01 | 3.96 | 5.90 | 19.17 | 11.14 | 18.52 | 13.05 | -0.89 | -3.79 |
| ZB-1×Z98-15 | 9.63 | -7.58 | -2.25 | 6.75 | 19.67 | 12.60 | 20.81 | 17.24 | 0.53 | -2.50 |
| Zhong901 -19×851-2 | 10.22 | 2.41 | 8.95 | 5.87 | 16.86 | 4.62 | 18.90 | 6.58 | 2.03 | 0.25 |
| Zhong901 -19×A2-10 | 7.20 | 2.40 | 11.01 | 3.58 | 13.32 | 9.79 | 21.89 | 16.24 | 7.94 | 3.09 |
| Zhong901 -19×GC-8 | 10.73 | -1.11 | 6.47 | 5.69 | 18.19 | 14.12 | 24.17 | 18.88 | 5.02 | 2.42 |
| Zhong901 -19×RP24-10 | 7.81 | 2.42 | 3.88 | 2.83 | 10.00 | 6.12 | 19.28 | 14.12 | 8.53 | 4.69 |
| Zhong901 -19×Z98-15 | 7.50 | -1.31 | 2.56 | 3.77 | 12.46 | 8.69 | 21.63 | 16.54 | 8.19 | 4.48 |
| Zhong901-19×DT-8 | 5.69 | -0.90 | 7.80 | 1.95 | 18.96 | 5.82 | 27.08 | 13.17 | 6.52 | 2.15 |

**Table S1. Mean of mid and better parent heterosis observed for yield traits in three location and two-year field experimentation.**

BN; number of bolls per plant, BW; boll weight, SCY; seed cotton yield, LY; lint yield, LP; lint percentage, MPH; mid parent heterosis, BPH; better parent heterosis. Name in red color represents selected hybrids for transcriptome analysis.

# Supplementary material for: Comparative transcriptome analysis between inbred and hybrids reveals molecular insights into yield heterosis of upland cotton
**Source:** BMC Plant Biol. 2020 May 27;20:239. doi: 10.1186/s12870-020-02442-z
**Supplement:** Supplementary file 15 — Additional file 15: Table S2. Summary of RNA sequencing and mapping for all 63 samples.

**Table S2. Summary of RNA sequencing and mapping for all 63 samples**

Here, in Table S2, A, B, C, and D represent four inbred parents and H, M, and L correspond to three hybrids. RL, F, and DPA correspond to leaf, flower bud, and 1 day post anthesis ovule, respectively. The numerical values 1, 2, 3 indicate three different biological replicates.

# Supplementary material for: Comparative transcriptome analysis between inbred and hybrids reveals molecular insights into yield heterosis of upland cotton
**Source:** BMC Plant Biol. 2020 May 27;20:239. doi: 10.1186/s12870-020-02442-z
**Supplement:** Supplementary file 18 — Additional file 18: Table S5. Detailed information of already reported seed cotton yield QTLs used to map DEGs.

**Table S5. Detailed information of already reported seed cotton yield QTLs used to map DEGs**

# Supplementary material for: Comparative transcriptome analysis between inbred and hybrids reveals molecular insights into yield heterosis of upland cotton
**Source:** BMC Plant Biol. 2020 May 27;20:239. doi: 10.1186/s12870-020-02442-z
**Supplement:** Supplementary file 19 — Additional file 19: Table S6. Number of co-expressed modules and genes for hybrids.

| **Module name** | **High hybrid** | **Low hybrid** |
| --- | --- | --- |
| Black | 401 | 249 |
| Blue | 1104 | 691 |
| Brown | 1089 | 628 |
| Cyan | 122 | 101 |
| Green | 456 | 309 |
| Green yellow | 182 | 146 |
| Grey | 687 | 244 |
| Grey60 | 55 | 95 |
| Light cyan | 69 | 96 |
| Light green | 46 | 85 |
| Light yellow | 44 | 82 |
| Magenta | 246 | 177 |
| Midnight blue | 115 | 98 |
| Pink | 392 | 185 |
| Purple | 234 | 174 |
| Red | 423 | 252 |
| Royal blue | 34 | 80 |
| Salmon | 124 | 123 |
| Tan | 141 | 138 |
| Turquoise | 1972 | 2880 |
| Yellow | 926 | 322 |
| Darker green | - | 74 |
| Darker gray | - | 68 |
| Darko live green | - | 42 |
| Darko range | - | 63 |
| Dark red | - | 79 |
| Dark turquoise | - | 70 |
| Orange | - | 66 |
| Pale turquoise | - | 45 |
| Saddle brown | - | 52 |
| Steel blue | - | 47 |
| Violet | - | 43 |
| White | - | 59 |
| Total genes | 8862 | 7863 |

**Table S6. Number of co-expressed modules and genes for hybrids**

# Supplementary material for: Comparative transcriptome analysis between inbred and hybrids reveals molecular insights into yield heterosis of upland cotton
**Source:** BMC Plant Biol. 2020 May 27;20:239. doi: 10.1186/s12870-020-02442-z
**Supplement:** Supplementary file 21 — Additional file 21: Table S8. List of gene primers used for qRT-PCR.

**Table S8. List of gene primers used for qRT-PCR**

| **Gene ID** | **Forward primer** | **Reverse primer** | **Start** | **End** |
| --- | --- | --- | --- | --- |
| Gh_D08G1440 | TGGAGCAACGGAATACACAAC | CATGCATTTGATTTCTTCCCT | 945 | 1090 |
| Gh_A03G1024 | GTCGTAGAAGATGATGGCACT | GGGTAGGAAGAGGAGGAAGGA | 208 | 363 |
| Gh_A08G2210 | GAATTTCGCTAAGCAACAGAT | TCATGCCGCAATTGATGTCCT | 1104 | 1241 |
| Gh_D07G1312 | TCACATGGCTGCTTCTTGAGA | ATACAGGATGCTATTTCTGCC | 1219 | 1344 |
| Gh_A12G2183 | GTTTTGGCAGAAGCGATCCCA | GGGACATTGAAATTGGCTATT | 1246 | 1374 |
| Gh_A03G0889 | GAGACTTTAAGCGCAGAGAGA | ATCCATTCAGTCCTTGCATCC | 1763 | 1895 |
| Gh_A08G2199 | ACAACGTTGAAAAAGGGATGC | TTTTCAGTCTCCAAGTCGACC | 146 | 321 |
| Gh_D08G1467 | AACCCAAGGCAAAATTTCTCG | ATTGATGTCATGAAGTGGTGC | 838 | 970 |
| Gh_D05G0202 | TTTTCACAACGAGGCATTACA | CATGCCGTATAGCGTATCCAT | 1605 | 1756 |

How the deposited data were processed for this re-analysis (not part of the article)

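RNA from leaf, flower buds and ovule of the 4 parents (A, the shared maternal parent, and B, C and D) and of the 3 hybrids (H from A and B, M from A and C, L from A and D) was sequenced by the authors, with 3 libraries per genotype and tissue, 63 in all. The FPKM values used here were made by the authors before deposit: paired-end Illumina reads were trimmed with Cutadapt, aligned with HISAT to the genome of upland cotton, assembled and merged over samples with StringTie, and quantified with StringTie and Ballgown. Their versions stand in the paper's methods, and the name of the genome build is not given in the sources used here. The deposited table holds 80325 genes, of which 52869 are loci of the merged assembly, with descriptions for 53376, GO terms for 57473 and KEGG pathways for 32273. No name is given for 13727 genes, and 949 names stand at more than 1 locus, so all steps kept the locus as the unit. A further 21 columns of FPKM that belong to no sample of the series were not used here. The values were taken as deposited, with no further scaling, and at most 0.00833% of the values are equal between any 2 libraries, with genes at 0 in both set aside. The RefSeq gene table at hand holds none of the 66191 gene names of the deposited table (0 matched), so names and descriptions are those of the deposited table.

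Depth in the paper's Table S2 runs from 5.33 to 7.93 gigabases per library in leaf, 5.59 to 7.91 in flower buds and 5.52 to 7.88 in ovule, and total FPKM from 410556 to 449250, 413789 to 454309 and 418915 to 477980. Reads with several alignments make up 27.8 to 36.4% (median 32.8%), so homoeologous copies of a gene may share reads. Reads and counts were not used here, so counting error could not be computed for each gene. The precision of each fold change is given as its standard error over libraries.

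Genes above 0.5 FPKM in at least 1 of the 21 libraries of a tissue were tested: 60031 in leaf, 63805 in flower buds and 59372 in ovule. Contrasts were fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a trend of the variance on the mean and robust estimation, in 1 model per tissue over the 7 genotypes. The paper's methods name no test and no pseudocount. Each hybrid was compared with its 2 parents, the parents with each other, and each hybrid with the mean of its parents on the log scale. DEGs are counted at the thresholds of the study (unadjusted p under 0.05 and a log2 fold change above 1 or below -1), while single genes are called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 with the same fold change. In tables and text the first of 2 groups is the reference. The 12 expression groups follow the drawing in Fig. 5a, with the parents different in groups 3 to 6, and parent-like genes are those of groups 3 to 6. Their 95% interval is an exact binomial one over genes, which are not independent. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

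The genes named in the text follow a rule: the 9 candidate genes of the paper, whose values in the paper had been seen; per triad and tissue the 5 largest rises and falls beyond both parents with no overlap of libraries; the 3 largest rises and falls per contrast with no overlap of libraries; and members of the gene lists among the 3 largest changes of their list. The text names some of them as examples. The 32 gene lists were searched by word in the descriptions: abscisic acid, auxin response, brassinosteroid, cell division, cellulose synthase, circadian clock (time of sampling), cytokinin, defence, endoglucanases, ethylene, expansins and xyloglucan endotransglucosylases, fibre initials and epidermis, flavonoid, floral organ identity, gibberellin, heat shock, jasmonate, late embryogenesis and dehydration, mitochondrial respiration, nitrogen and phosphate, oxidative stress, pectin modification, pentatricopeptide repeat, photosynthesis, pollen and anther (other cell types in buds or ovules), ribosomal proteins, seed storage and seed coat, starch and sucrose enzymes, sugar transporters, wax and lipid transfer. Starch and sucrose metabolism and plant hormone signal transduction were also taken as lists from the KEGG column. Lists were tested with camera in limma, with the correlation between genes preset at 0.01 and with an estimated one, adjusted over all 855 list tests. Parent-like genes were tested in the 25 KEGG pathways and 22 GO terms that the study names with a one-sided hypergeometric test, against the tested genes with any term. Co-expression is Pearson's r over the 9 libraries of a triad within a tissue, against 1000 sets of random genes of like abundance. Overlaps of contrasts that share libraries were set beside 100 simulated draws without any difference.

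These choices, and the alternatives, were set before the data were examined: a pseudocount of 0.1, no filter, at least 1 FPKM in all 3 libraries of a genotype, adjusted p, TMM rescaling of the FPKM, a fit on the 2 groups or the triad alone, a term for replicate number, a term for the Q30 group in ovule, each library left out in turn, groups 3 to 6 without a difference of the parents, and another background for the terms. Settings without L replicates 2 and 3 in ovule were added after these libraries were seen to stand apart. They leave L replicate 1 as the only ovule library of L, so their counts and calls hold no spread of L. No library was left out of the values given first. The Q30 term is set by B alone, the 1 genotype with ovule libraries in both Q30 groups. The fit was tested on simulated data, with changes added to 100 genes between A and H: at a log2 change of 1.5 it called 93 in leaf, 92 in flower buds and 96 in ovule at the study's thresholds, and 79, 80 and 78 at adjusted p. At a log2 change of 3 the calls were 95, 98 and 98, and 82, 87 and 97 at adjusted p. Among unchanged genes it called 381, 530 and 424 at the study's thresholds, and 5, 8 and 9 at adjusted p. The weighted network, the mapping of loci to yield, the field data and the qRT-PCR of the study were not analysed here.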

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

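The tests on label swaps, leaf or bud RNA, gene copies and assembly in L ovule, on exine genes, on H against its parents and on replicate 1 in either direction in flower buds were chosen after the values were seen. The others were set before.

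Effects in 2 tissues differ for 3 candidate genes, by a test of the difference itself on the log2 scale. H minus B in flower buds less that in ovule is 1.39 for MPK4 (Gh_D08G1467), 1.75 for PHO1 (Gh_A03G0889) and 1.23 for JAZ10 (Gh_A08G2199), and in ovule less leaf -1.45 for MPK4 and -1.69 for PHO1. L minus D in flower buds less that in ovule is 1.75, 1.26 and 1.70 for MPK4, PHO1 and JAZ10, and in ovule less leaf -1.49, -1.33 and -1.20. The L values include L replicates 2 and 3 in ovule. With L replicate 1 alone, L minus D there is -0.97 for PHO1 and -0.75 for JAZ10, both short of the threshold of 1 in size. Signals in genes that the paper does not discuss are 143 genes on only in these 2 libraries and 9 genes on in all 9 libraries of M but in no library of A or C.

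L ovule replicates 2 and 3 stand apart: 143 genes are above 1 FPKM in both and under 0.5 FPKM in the 61 other libraries, against at most 3 for any of 62 other pairs of replicates. A swap of labels within the series would not alone give such genes. A swap cannot be excluded beside a difference in assembly or quantification, which could give them in any sample. Leaf or bud RNA would need transcripts of those tissues, but they express 24.4% of the 1081 raised genes more than ovules do, near the bound of 25%. All 8 genes private to D that replicate 1 expresses are on in both (100%), which speaks against another cross, and only 2.08% of 48 genes have other copies that lost at least 50% of the gain. A candidate explanation is a difference in assembly or quantification: 79.7% of the 143 genes are listed at exactly 0 in the 61 other libraries, though among the few genes of other pairs the share is 54.5% (exact p = 0.015). A polyubiquitin 10 locus (Gh_A11G0969) is at 231 and 177 FPKM in these 2 and at 0 elsewhere, while a second locus of that name is at 115 and 68.8 in these 2 and at 77.7 to 187 in the 61 others; a biological difference between ovules of one cross stays open and untested.

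The 5 candidate genes of H vary between flower bud libraries of one genotype, along the first component of the tissue (r = 0.953 over 21 libraries, permutation p = 4.00e-05, Spearman rho 0.952, permutation p = 7.00e-05, 0.934 without the 2 farthest, adjusted p = 0.00016 over 4 relations). Bud stage is a candidate explanation: within genotypes the genes run against 15 exine genes (r = -0.776, permutation p = 0.0019, rho -0.779, permutation p = 0.0027, -0.679 without the 2 farthest, adjusted p = 0.0038) and so do the 3 DRL1 genes among them, a part of the same list and no separate evidence (r = -0.665, permutation p = 0.015, rho -0.569, permutation p = 0.033, -0.575, adjusted p = 0.02), though Gh_A12G0098 (0.333) and Gh_A07G0991 (0.735) run the other way, while 74 pollen and anther genes leave it open (r = 0.25, permutation p = 0.41, rho 0.187, permutation p = 0.49, 0.194, adjusted p = 0.41). A batch of replicate 1 stays open too: it was foreseen as the highest and is so in 0 genotypes, but that bound was wrong, since it left out the other direction, and replicate 1 is the lowest in 7 of 7. Of the 5 genes 0 differ between H and a parent at adjusted p in limma, and 0 at an unadjusted p under 0.05, but the spread within A is too wide to exclude a difference. Stage and batch cannot be told apart for these genes, since replicate 1 has the highest exine level in most genotypes.

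Most genes of the 12 groups fall in the parent-like groups, apart from L ovule (871 of 2943 genes, 29.6%). The fold threshold places hybrids at the mean of their parents there too: simulated hybrids of that kind reach the observed share less 10 points in 9 of 9 triads and tissues, with 86.1 to 92.8% parent-like. Taking the level of one parent also has its predicted value, with a share of genes 25 to 75% of the way between the parents more than 10 points under the simulated one in 9 of 9. In H and L that share is still 61.2 to 74.8%, with median positions of 0.485 to 0.581 on the way from the maternal to the paternal level. In M it is 42.1 to 46.5%, with median positions of 0.25 to 0.347. A pollen parent of M with other alleles than line C at part of the loci could also give such values. The fold threshold and the level of one parent may both hold, and the share of parent-like genes alone does not separate them. Observed shares lie below the simulated ones, and more genes are beyond both parents, 111 against 30.8 in H leaf. The simulated hybrids were drawn around the measured parent means, and the spread of the parents themselves was not drawn. That spread can also place hybrids beyond both parents or outside 25 to 75% of the way. These gaps to the simulation therefore cannot decide how far hybrids leave the mean of their parents.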

How the results depend on the processing

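Settings without L replicates 2 and 3 were chosen after the values were seen, the others before. They leave 1 ovule library of L, so their counts and calls hold no spread of L. No result turned direction past its threshold in any setting. Of 380 DEG counts under another setting 317 stayed within 1.5 times, of 112 mid-parent counts 67, and of 158 parent-like shares 66 stayed in their 95% interval. Named genes kept their side in 2554 of 2670 cases (111 lost the call, 5 gained one), candidate genes in 277 of 289 (10 and 2), enrichments in 47 of 52 (4 and 1) among those followed over settings (starch and sucrose, hormone signalling and the terms that passed), expressed gene counts in 10 of 10 and tissue correlations in 6 of 12. Values past the threshold on neither side that changed sign (36 of 2959) count as kept. TMM rescaling changed none of the DEG counts, parent-like shares, named or candidate genes by these measures, and no filter none of the DEG counts or shares. In leaf and ovule, replicate numbers do not pair the samples: same-numbered libraries deviate together (r above 0.1) in 1 of 63 and 0 of 63 pairs. In flower buds they do so in 33 of 63 pairs (median r 0.108, and -0.0831 for pairs of other numbers), so a structure by replicate number is not excluded there. The nearest library has the same number for 3 of 21 libraries in leaf, 4 in flower buds and 1 in ovule. With a replicate block the A-H count is 650 in leaf, 1109 in flower buds and 861 in ovule. By the measures above no count or share changed under the block, but the A-H count in flower buds rose from 816 and passed that of ovule. A mid-parent on the FPKM scale was computed as a value without a test, so its counts beyond a log2 deviation of 1 are not comparable with the tested ones: leaf H 1059 (492 above and 567 below), M 1318 (705 above and 613 below), L 1301 (813 above and 488 below), flower buds H 2288 (623 above and 1665 below), M 1941 (421 above and 1520 below), L 1405 (521 above and 884 below), ovule H 1456 (447 above and 1009 below), M 1258 (506 above and 752 below), L 4822 (3541 above and 1281 below). The cause was not tested for the changes below, apart from fewer libraries where some are left out. Without reads, depth limits what can be said of genes below 1 FPKM, where the pseudocount sets the fold.

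At adjusted p, DEG counts are leaf A-H 139, B-H about 1.3e+02 (113 above and 15 below), A-B 543, A-M 137, C-M 400, A-C 355, A-L 171, D-L 312, A-D 532, flower buds A-H 139, B-H 199, A-B 432, A-M 131, C-M 352, A-C 332, A-L 143, D-L 93, A-D 412, ovule A-H 230, B-H 705, A-M 221, C-M 334, A-C 507, A-D 749, A-H leaf alone 9. Parent-like percentages are leaf H 87.4, M 71.9, L 85.5, flower buds H 82.9, L 92.7, ovule H 91.5, M 79.7, L 24.5. With a pseudocount of 0.1, DEG counts are leaf A-H 1771, B-H 1941, A-B 3055, A-M 1610, C-M 2339, A-C 2105, A-L 1722, D-L 2279, A-D 2403, flower buds A-H 1947, B-H 1800, A-B 2321, A-M 1600, C-M 2185, A-C 2083, A-L 1532, D-L 1332, A-D 2092, ovule A-H 1729, B-H 2479, A-B 2769, A-M 1774, C-M 1943, A-C 2283, A-L 5744, D-L 6784, A-D 2777, A-H leaf alone 677. Parent-like percentages are flower buds L 77.1, ovule H 73.4, M 72.9, L 34.2, and mid-parent counts leaf H 158, L 309, flower buds H 227, L 86. With a deviation beyond 1, mid-parent counts are leaf H 31, M 181, L 64, flower buds H 34, M 167, ovule H 174, M 147, L 2632. Where the parents need not differ, parent-like percentages are leaf H 86.1, M 82.4, L 83.7, flower buds H 83.8, M 83.9, L 88.3, ovule H 86.8, M 85.6, L 61.4 (76.5 in L ovule also without L replicates 2 and 3), hormone signal transduction in M flower buds passes at 1.59 times, and cell wall in L flower buds (2.16) does not. Over all tests of that grouping, 16 of 225 pathway tests pass (15 gained) where 1 did, and 13 of 198 GO tests (8 gained, 1 lost) where 6 did. In a fit on the triad they are leaf H 75.2, flower buds H 76.2, ovule H 72.8, L 33.2, under the stricter filter leaf L 74.6, flower buds M 69.3, ovule L 39, and in a fit on the 2 groups A-L ovule has 2127 DEGs. With Q30 group as a covariate A-M ovule has 1318 DEGs, parent-like percentages are ovule H 58.2, M 85.7, L 49.3 and mid-parent counts ovule H 141, M 340, L 6293. These values rest on B replicate 3 against B replicates 1 and 2 and cannot decide what Q30 adds. Without L replicates 2 and 3, ovule has 1123 DEGs for A-L, 1302 for D-L, 60.7% parent-like genes and 437 mid-parent deviations for L, and 2 of 25 pathways pass for L. The pathway calls without L replicates 2 and 3 are adjusted over 25 tests and not over 225, so a gain there cannot be ascribed to leaving out these libraries. Against all genes of the table, extracellular region in H (1.83) and M (1.69) flower buds and cell wall in L flower buds (2.91) no longer pass. On FPKM, r is 0.96 in leaf, 0.34 for leaf with flower buds, 0.324 for leaf with ovule, 0.831 in flower buds and 0.547 for flower buds with ovule. The Spearman value in leaf is 0.909.

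Leaving out 1 library at a time gives these lowest and highest values, after the value with all libraries, with the library left out in brackets (A1 is replicate 1 of A). DEG counts in leaf A-H 635, 748 (H2) to 954 (A3), A-B 1223, 1058 (A1) to 2043 (A3). In flower buds A-H 816, 844 (H2) to 1772 (A1), A-B 1114, 1201 (B3) to 1701 (A1). In ovule A-L 3458, 2552 (L3) to 6989 (L1), D-L 3984, 2927 (L3) to 7651 (L1). Parent-like percentages in leaf H 78.5, 66.5 (H3) to 84.8 (B1), M 67.8, 54.8 (M1) to 75.4 (A1), L 70.8, 55.9 (L1) to 75.9 (A3). In flower buds H 72.4, 60.6 (H2) to 82.7 (A1), M 73, 63.9 (M1) to 78.6 (C3), L 81.9, 66.7 (L3) to 86.5 (A2). In ovule H 76.6, 68.7 (H2) to 84.2 (B1), M 76.4, 67.4 (M1) to 80.1 (C2), L 29.6, 14.6 (L1) to 35.9 (L3). Mid-parent counts in leaf H 51, 52 (B2) to 122 (A1), M 412, 253 (M3) to 447 (A3), L 194, 82 (L3) to 1023 (A2). In flower buds H 126, 63 (H2) to 244 (A1), M 463, 275 (M1) to 555 (A1), L 20, 22 (A1) to 39 (L3). In ovule H 830, 341 (H1) to 883 (B3), M 590, 392 (M1) to 522 (C1), L 14033, 4643 (L2) to 23002 (L1).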

Differences from the paper's values

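No test here was chosen after the values were seen, apart from settings without L replicates 2 and 3, which close none of the gaps in counts. DEG counts use the paper's thresholds. In each pair the paper's value stands first, and a setting closes a gap where its count lies within 1.5 times the paper's. For A with B the paper gives 2100, and here leaf has 1223, flower buds 1114 and ovule 1362. A pseudocount of 0.1 closes each gap (3055, 2321 and 2769), and in ovule so do a term for the Q30 group and the libraries of one Q30 group. For A with L in leaf the paper gives 1112, here 720, closed by a fit on the 2 groups. For D with L it gives 1524 in leaf, here 920, closed by a pseudocount of 0.1, and 790 in flower buds, here 494, closed by none of the settings but by leaving out any 1 library (6 of 6). For genes found only between A and H in leaf the paper gives 367, here 195, closed by a fit on the 2 groups. Single libraries left out close the gap in 3 of 6 cases for A-B leaf, 1 of 6 for A-B flower buds, 3 of 6 for A-B ovule, 6 of 6 for A-L leaf, 5 of 6 for D-L leaf and 5 of 9 for the genes only between A and H. No filter, the stricter filter, TMM rescaling, a term for replicate number and adjusted p close none of these gaps, nor do the settings not named for a contrast.

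Read by eye from the figures, the paper's counts and those here are: A-H flower buds about 2100 (Fig. 2a) and 816, B-H flower buds about 1500 (Fig. 2a) and 857, A-M flower buds about 1100 (Fig. 3a) and 664, where a pseudocount of 0.1 closes the gap; and A-H leaf about 1100 (Fig. 2a) and 635, B-H leaf about 1100 (Fig. 2a) and 651, A-M leaf about 1000 (Fig. 3a) and 626, C-M leaf about 1500 (Fig. 3a) and 966, A-C leaf about 1300 (Fig. 3a) and 843, A-D leaf about 1600 (Fig. 4a) and 1011, where none of the settings does. Leaving out 1 library closes it in 1 of 6 cases for A-H flower buds, 2 of 6 for B-H flower buds, 5 of 6 for A-M flower buds, B-H leaf and A-D leaf, and 6 of 6 for A-H, A-M, C-M and A-C leaf.

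For correlations in percent the paper gives at most 50 for leaf with flower buds and with ovule, here 76.8 and 72.4, and 60 for flower buds with ovule, here 80.9. Untransformed FPKM closes these gaps, and rank correlation does not.

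In Table S4 the paper counts more parent-like genes per pathway than found here, in larger sets of parent-like genes. As parts of these sets, hormone genes of H ovule are alike, at 101 of 811 in the paper and 27 of 214 here. Starch and sucrose genes of H leaf are not, at 51 of 567 and 4 of 116. For starch and sucrose metabolism the pairs are H leaf 51 and 4, H flower buds 116 and 11, M leaf 58 and 5, M flower buds 71 and 11, M ovule 52 and 8, L leaf 62 and 5, L flower buds 63 and 5, L ovule 87 and 7. For plant hormone signal transduction they are H ovule 101 and 27, M flower buds 72 and 22, L flower buds 54 and 10, L ovule 121 and 13, and for plant-pathogen interaction H ovule 124 and 37, L ovule 137 and 25. Neither the wider grouping of parent-like genes nor the background of all genes closes any of these gaps.

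In rankings, the paper places most DEGs of A with H in flower buds, and here ovule has 855 and flower buds 816. Flower buds lead with a pseudocount of 0.1 (1947 against 1729), with a replicate block (1109 against 861), and without A replicate 1 (1772 against 905), 2 (968 against 835) or 3 (896 against 871) or H replicate 1 (899 against 885) or 3 (951 against 924) in both tissues. For H flower buds the paper names the group like the lower paternal level as the largest. Here, in the fit of flower buds over all libraries, H = B > A has 193 genes and H = B < A 121, while the latter leads without A replicate 1 (578) and in a fit on the triad (230). For L flower buds it names L = D < A, with 138 genes here against 184 in L = D > A. That group leads without A replicate 1 (309), 2 (257) or 3 (217). The paper reports starch and sucrose metabolism among the enriched pathways of parent-like genes. Here it has at most 1.47 times the background share and an adjusted p of at least 0.721 in any hybrid and tissue. The paper applied a p-value of at most 0.05 to enrichments and names no adjustment. Part of the differences in enrichment may thus come from the threshold. With all libraries, several other enrichments of the paper pass at adjusted p only where the parents need not differ. Among them are tryptophan metabolism in H leaf and M leaf, and ascorbate and aldarate metabolism in M leaf and H ovule. Linoleic acid metabolism in M ovule, hormone signal transduction in M flower buds, ribosome in L leaf and plant-pathogen interaction in L ovule are others. In GO, biological process and molecular function in M flower buds do so too. The paper describes most DEGs as shared between contrasts. Over the genes of any of the 3 contrasts, those called in 1 contrast are 57.9% in H leaf, 55.2% in H flower buds and 56% in H ovule, with L ovule at 49.6%. Counted per contrast in H leaf, 195 of 635 DEGs of A-H, 204 of 651 of B-H and 604 of 1223 of A-B are found there alone. By that count most DEGs of each contrast are shared, as the paper describes. The paper describes its 5 candidate genes of H flower buds as DEGs, and with all libraries none of the 5 passed in limma, nor at an unadjusted p under 0.05, in any of the 2 contrasts of H. Without A replicate 1 the study's thresholds call 4 of them lower in H than in A (ASK8, endoglucanase 16, GBSS1 and APL2), none at adjusted p, and no other setting calls any of the 5 in the contrasts of H. CRR21 (Gh_D05G0202), a DEG of L ovule in the paper, is not called here (L against D -0.44), and with a pseudocount of 0.1 it is lower in L at the study's thresholds (-2.13, adjusted p = 0.0666). MPK4, PHO1 and JAZ10, which the paper reports as specific to L ovule, are also lower in H than in B ovule. These calls between H and B were not followed over other settings, and Q30 parts B replicates 1 and 2 from H.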

Other observations

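A xyloglucan endotransglucosylase gene (Gh_D02G0992), of wall loosening, was below the paternal parent in flower buds of all 3 hybrids. M had 1.14 ± 0.879 FPKM and C 11.9 ± 3.13 (log2 fold change -2.64, SE 0.409, adjusted p = 0.0021, n = 3), L 2.75 ± 2.23 and D 25.3 ± 6.72 (-2.96, SE 0.409, adjusted p = 0.00196), and H 1.48 ± 0.806 and B 9.18 ± 2.66 (-2.05, SE 0.409, adjusted p = 0.0257). The call of L is lost in a fit on the 2 groups (-2.96, adjusted p = 0.269), and that of H in such a fit (-2.05, adjusted p = 0.0685), without any B library (-2.14, -1.85 and -2.17) and without H replicate 2 or 3 (-1.91 and -1.94, adjusted p = 0.0549 to 0.114 over these). CW7 (Gh_D06G2309) was above both parents in M, at 5.19 ± 0.281 FPKM in flower buds against 0.493 ± 0.0207 in A (2.05, SE 0.111, adjusted p = 7.65e-09) and 0.579 ± 0.134 in C (1.97, SE 0.111, adjusted p = 8.56e-09). In M ovule it had 5.29 ± 0.214, with 1.92, adjusted p = 1.62e-07 against A and 1.91, adjusted p = 1.06e-07 against C. Transmembrane protein 14C (Gh_A07G0157), below both parents in H flower buds, was so in M flower buds as well (-1.76, adjusted p = 0.00235 against A and -1.96, adjusted p = 0.000396 against C). Small heat shock protein 23.6 of mitochondria (Gh_D12G1971), a chaperone, was high in B ovule (54 ± 1.69) and lower in H (13.2 ± 0.959, -1.96, SE 0.268, adjusted p = 0.000276), with A at 17.4 ± 1.43.

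Of the 32 gene lists, 4 hold no gene called outside the contrasts of L ovule, and 85 of 855 list tests pass with the preset correlation but 0 with an estimated one (lowest adjusted p = 0.421, with 71 at an unadjusted p under 0.05 in limma). Each list is given with its calls over 16 contrasts of hybrid and parent, higher and lower, and in brackets the tests passed with the preset correlation and the lowest adjusted p there. Hormones: KEGG plant hormone signal transduction 24 and 45 (0, 0.189), abscisic acid 5 and 2 (2, 0.0073), auxin response 2 and 4 (0, 0.0713), brassinosteroid 0 and 0 (2, 0.0062), cytokinin 0 and 0 (3, 0.00891), ethylene 0 and 1 (0, 0.0686), gibberellin 2 and 3 (0, 0.42), jasmonate 2 and 9 (4, 0.000992). Sugars and walls: KEGG starch and sucrose metabolism 17 and 13 (0, 0.316), cellulose synthase 2 and 1 (5, 0.00282), expansins and xyloglucan endotransglucosylases 1 and 9 (2, 0.0386), pectin modification 1 and 5 (1, 0.0469), starch and sucrose enzymes 0 and 6 (1, 0.024), sugar transporters 0 and 1 (0, 0.0717), wax and lipid transfer 3 and 3 (0, 0.0565). The endoglucanase list, with 2 genes measured in flower buds and ovule alone, has 0 and 0 over 10 contrasts (0, 0.585). Stress: defence 31 and 22 (2, 0.0276), flavonoid 0 and 1 (6, 0.0019), heat shock 5 and 10 (6, 2.26e-05), late embryogenesis and dehydration 1 and 2 (0, 0.316), oxidative stress 10 and 5 (0, 0.15). Organs and cell types: fibre initials and epidermis 2 and 0 (0, 0.0863), floral organ identity 4 and 2 (1, 0.025), pollen and anther (other cell types in buds or ovules) 4 and 1 (0, 0.0806), seed storage and seed coat 3 and 2 (1, 0.0339). Cell functions: cell division 0 and 5 (8, 0.00132), mitochondrial respiration 0 and 0 (10, 0.00132), nitrogen and phosphate 3 and 1 (0, 0.327), pentatricopeptide repeat 9 and 1 (2, 0.0227), photosynthesis 3 and 8 (5, 6.39e-06), ribosomal proteins 4 and 22 (19, 4.69e-33). The circadian clock list has 8 and 6 (5, 0.00183), but 159 of its 165 genes were matched through acylhydrolase, so it cannot be read as clock genes, and 10 of the 154 ethylene genes were matched through methylene.

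The test on silencing in M was chosen after the values were seen, and the other tests in this and the next paragraph were set before. In most combinations, genes private to one parent stand in the hybrid near the level that one active allele would give. The median of hybrid over parent lies between 0.4 and 0.6 in 13 of 18 combinations, which is the number foreseen, with medians of 0.59 (H, B), 0.508 (H, A), 0.43 (M, C), 0.632 (M, A), 0.566 (L, D) and 0.545 (L, A). Outside lie H with B in leaf (0.744), M with C in flower buds (0.391) and M with A in leaf (0.807), flower buds (0.652) and ovule (0.69). In M, 4 of 23 genes private to C are off in all 9 libraries, and of those off in a tissue 0% are on elsewhere in M, which speaks against dropout. A candidate explanation is that the pollen parent of M carried other alleles than the sequenced line C at part of the loci: 9 genes are on in all 9 libraries of M and off in all 18 of A and C, against 0 in H and 0 in L. Silencing of paternal alleles alone would leave genes private to A at 0.5 times A's level, but 44.4% of 9 such genes stand above 75% of it in M, against 2.86% of 35 in H and 0% of 19 in L.

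In ovule, Q30 parts A and B replicates 1 and 2 from the other libraries. B replicate 3, set against replicates 1 and 2, has r = 0.173 across 59372 genes with C and D minus A, against -0.127 and -0.0692 for the other replicates of B set apart. This leaves open whether a batch adds to ovule contrasts with A, since the value is above the other 2 but under the foreseen 0.3 and rests on 1 library. A batch and a genotype effect cannot be told apart for contrasts of A with the hybrids. Contrasts of B with H are affected in part, through B replicates 1 and 2.

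Libraries of 2 groups make 10 splits into 3 and 3, too few for a share under 0.05. Here DEG counts come from fits on the 6 libraries alone and differ from those of 21 libraries. Each contrast is given with the real count, the highest of the other splits and, in brackets, how many splits are as large, the real one included. Leaf: A-H 520 and 356 (1), B-H 551 and 311 (1), A-B 1026 and 403 (1), A-M 448 and 373 (1), C-M 845 and 347 (1), A-C 682 and 747 (2), A-L 573 and 455 (1), D-L 799 and 363 (1), A-D 873 and 456 (1). Ovule: A-H 697 and 331 (1), B-H 1037 and 655 (1), A-B 1266 and 333 (1), A-M 672 and 241 (1), C-M 683 and 274 (1), A-C 1020 and 227 (1), A-L 1992 and 1180 (1), D-L 2521 and 1180 (1), A-D 1240 and 232 (1). Flower buds: A-H 667 and 1021 (3), B-H 684 and 687 (2), A-B 914 and 952 (2), A-M 501 and 1013 (5), C-M 846 and 1192 (2), A-C 713 and 1542 (4), A-L 518 and 2271 (2), D-L 380 and 1781 (5), A-D 810 and 2284 (3). In all 9 flower bud contrasts a split that mixes genotypes calls more genes than the real one, up to several times as many, and in leaf only in A-C, which points to a structure of the flower bud samples other than genotype.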
